# Regulation of Gene Expression with Thyroid Hormone in Rats with Myocardial Infarction

**DOI:** 10.1371/journal.pone.0040161

**Published:** 2012-08-01

**Authors:** Yue-Feng Chen, James V. Pottala, Nathan Y. Weltman, Xijin Ge, Olga V. Savinova, A. Martin Gerdes

## Abstract

**Introduction:**

The expression of hundreds of genes is altered in response to left ventricular (LV) remodeling following large transmural myocardial infarction (MI). Thyroid hormone (TH) improves LV remodeling and cardiac performance after MI. However, the molecular basis is unknown.

**Methods:**

MI was produced by ligation of the left anterior descending coronary artery in female SD rats. Rats were divided into the following groups: (1) Sham MI, (2) MI, and (3) MI+T4 treatment (T4 pellet 3.3 mg, 60 days release, implanted subcutaneously immediately following MI). Four weeks after surgery, total RNA was isolated from LV non-infarcted areas for microarray analysis using the Illumina RatRef-12 Expression BeadChip Platform.

**Results:**

Signals were detected in 13,188 genes (out of 22,523), of which the expression of 154 genes were decreased and the expression of 200 genes were increased in MI rats compared with Sham MI rats (false discovery rate (FDR) <0.05). Compared to MI rats, T4 treatment decreased expression of 27 genes and increased expression of 28 genes. In particular, 6 genes down-regulated by MI and 12 genes up-regulated by MI were reversed by T4. Most of the 55 genes altered by T4 treatment are in the category of molecular function under binding (24) and biological processes which includes immune system process (9), multi-organism process (5) and biological regulation (19) nonexclusively.

**Conclusions:**

These results suggest that altered expression of genes for molecular function and biological process may be involved in the beneficial effects of thyroid hormone treatment following MI in rats.

## Introduction

Left ventricular (LV) remodeling is a complicated process following a large transmural myocardial infarction (MI) involving both infarct and non-infarcted regions with changes in myocytes, interstitial matrix, and vasculature [1]. More than four hundred genes have been found to be involved in this process [2]. Targeted treatments that improve this process, such as β-blockers and angiotensin converting enzyme inhibitors, have led to great progress in alleviation of heart failure in post-MI patients. However, challenges remain since slow progression to heart failure continues.

Thyroid hormone is important in cardiovascular development and homeostasis. A number of patients experience a short period of low thyroid status (euthyroid sick syndrome) following MI and other serious medical conditions. Thus, thyroid hormone has been studied for the treatment of MI in different animal models. Results showed that thyroid hormone can reduce myocyte apoptosis and improve left ventricular remodeling and LV function after MI [3]–[8]. Although thyroid hormone receptors and some signal pathways have been proposed to mediate these effects, the underlying gene changes are still not clear.

With the development of microarray technology, the expression profiles of tens of thousands of genes can be studied simultaneously. We conducted this study using a female rat model treated with thyroxine (T4) for 4 weeks. The T4 dose was chosen based on our preliminary study showing a cardiac hypertrophic effect with a minor increase in the heart rate on the MI rats. Using Illumina's BeadChip microarray, the expression of 55 genes in the LV non-infarcted area have been found to be altered with thyroid hormone treatment and are reported here for the first time.

## Results

### General data

No animals died during the observation period. No difference was found in infarct area between MI and MI+T4 groups (Table 1), although three animals in each of MI and MI+T4 groups with infarct area <30% were excluded from this study. No difference was found in body weight before and 4 weeks after surgery among sham, MI and MI+T4 groups. MI caused a significant increase in total heart weight, heart weight/body weight ratio. T4 treatment after MI further increased heart weight, heart weight/body weight ratio and LV weight. No difference was detected in serum thyroid hormone levels at 4 weeks after MI. T4 treatment significantly increased serum T4 levels, but only slightly increased serum T3 levels which did not reach statistical significance at 4 weeks post-MI. (Table 1).

**Table 1:** General data.

Groups	N	Body Wt1 (g)	Body Wt2 (g)	Heart Wt (mg)	HW/BWt2 Ratio	LV Wt (mg)	Infarct Area (%)	Total T4 (ng/ml)	Total T3 (ng/ml)
Sham	9	232 (7)	261 (6)	793 (50)	3.0 (0.2)	577 (46)		21.1 (7.6)	1.5 (0.3)
MI	9	235 (7)	259 (10)	875 (67)*	3.4 (0.3)*	625 (39)	47.7 (6.1)	23.4 (6.3)	1.5 (0.6)
MI+T4	7	236 (6)	264 (9)	955 (70)**	3.6 (0.2)**	692 (61)**	46.3 (9.5)	43.2 (15.0)**^†^	1.9 (0.4)

Data presented as means (SD).

N = number of animals; Body Wt1 =  body weight before surgery; Body wt2  =  body weight at terminal study; Heart Wt  =  heart weight; HW/BWt2 ratio  =  Heart Wt/Body wt2 ratio; LV Wt  =  left ventricular weight; *, *p*<0.05, **, *p*<0.01 vs. Sham operated rats; †, *p*<0.05 vs. MI; ANOVA with Bonferroni's Multiple Comparison Test.

### LV morphological and functional changes

There was a significant increase in LV dimension and decrease in interventricular septal thickness as well as FS after MI. T4 treatment after MI improved FS but did not change the LV dimension and wall thickness significantly (Table 2). MI resulted in LVEDP elevation and –dp/dt reduction, as well as a tendency of +dp/dt reduction. T4 treatment tended to increase +dp/dt and heart rate, as well as decrease LVEDP and –dp/dt following MI, but did not reach statistical significance (Table 3).

**Table 2:** Echocardiographic data.

Groups	IVSd (mm)	IVSs (mm)	LVIDd (mm)	LVIDs (mm)	LVPWd (mm)	LVPWs (mm)	FS (%)
Sham	1.5 (0.4)	2.5 (0.5)	7.2 (0.7)	4.3 (0.6)	1.6 (0.3)	2.2 (0.4)	40.1 (4.4)
MI	1.3 (0.3)	1.8 (0.3)**	8.5 (0.8)**	6.7 (1.2)**	1.4 (0.4)	1.9 (0.5)	21.9 (8.1)**
MI+T4	1.4 (0.4)	2.1 (0.5)	8.5 (0.8)**	6.1 (1.0)**	1.5 (0.3)	2.3 (0.4)	27.4 (6.8)**

Data presented as means (SD). N, same as in Table 1.

IVSd and IVSs  =  interventricular septal thickness in end diastole and systole, respectively; LVIDd and LVIDs  =  left ventricular diastolic and systolic internal diameter, respectively; PWTd and PWTs  =  diastolic and systolic posterior wall thickness, respectively; **, *p*<0.01 vs. Sham operated rats; ANOVA with Bonferroni's Multiple Comparison Test.

**Table 3:** Hemodynamic data.

Groups	HR (beat/min)	LVSP (mmHg)	LVEDP (mmHg)	+dp/dt (mmHg/s)	−dp/dt (mmHg/s)
Sham	334 (36)	126 (10)	6.2 (1.7)	8783 (1648)	10035 (1936)
MI	343 (28)	117 (8)	9.3 (1.9)**	7648 (1437)	6779 (1480)**
MI+T4	371 (24)*	124 (12)	8.1 (2.1)	8603 (1649)	7851 (1811)*

Data presented as means (SD). N, same as in Table 1.

LVSP and LVEDP  =  left ventricular end-systolic and end-diastolic pressure, respectively; +dP/dt and −dP/dt  =  maximal rate of pressure development and decline, respectively; *, *p*<0.05, **, *p*<0.01 vs. Sham operated rats; ANOVA with Bonferroni's Multiple Comparison Test.

### Gene expression revealed by microarray

Signals were detected in 13,188 genes (out of 22,523), of which 154 gene expressions were decreased and 200 gene expressions were increased in MI rats compared with Sham MI rats (false discovery rate (FDR) <0.05). 

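RNA from the non-infarcted left ventricle was measured in 12 female rats, with 4 Sham operated rats, 4 rats with myocardial infarction (MI) and 4 MI rats given thyroxine pellets (MI+T4). Each rat was hybridized 2 times, once on each of 2 BeadChips, which gave 24 arrays. The deposited values had been variance stabilized and robust spline normalized by the authors and are read on a log2 scale, on which the medians of the arrays lay between 7.81 and 7.82. All 22523 probes were tested, because the detection p-values could not be tied to the samples. A linear model with the 3 group means was fitted to each probe in limma, with a common correlation of 0.243 between the arrays of a rat. For the probes called between MI and Sham the median of this correlation was 0.761, so their SEs and p-values can be too small. With 1 mean per rat, 0 probes passed between MI and Sham, and the genes said below to rise or fall after MI share this limit. The p-values were adjusted by the Benjamini-Hochberg method over all probes of a comparison, and an adjusted p under 0.05 was called a change. Gene groups were 27 lists of genes written before the data were examined. The tests of the comparisons were planned then too, except that the fits without 3 rats together and on the brightest probes were added after values had been seen. Several lists hold genes that the paper reports as changed on these samples, so they are not independent of its results. Each list was compared with all other probes by camera on rat means, with a preset correlation of 0.01 between genes; none of the lists passed in any comparison when this correlation was estimated from the data instead. Means and SDs are over the 4 rats of a group.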

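Some genes of the fetal and stress program of the heart rose after MI. Nppa, which encodes atrial natriuretic peptide, measured 15.43 ± 0.65 in MI rats and 13.17 ± 1.05 in Sham rats (mean ± SD, n = 4 rats each). This is 4.78 times the Sham mean (log2 2.26, SE 0.39, adjusted p = 0.00159), from limma, and it can understate the rise, since the signal in MI replicate 8 (16.12) lies near the highest of any probe. Nppb, which encodes brain natriuretic peptide, reached 1.85 times the Sham mean (log2 0.88, SE 0.16, adjusted p = 0.00263), and skeletal alpha-actin Acta1 reached 1.63 times the Sham mean (log2 0.71, SE 0.14, adjusted p = 0.00490). Of 14 measured genes of this list, 8 rose, none fell and 6 did not pass the test, and 9 rose when adjusted over the list alone (for the list, adjusted p = 3.71e-08 from camera and 0.290 with an estimated correlation). Of 4 measured genes marking atrial muscle, 2 rose with them, Dkk3 to 1.52 (log2 0.60, SE 0.095, adjusted p = 7.21e-04) and Pam to 1.39 (log2 0.47, SE 0.081, adjusted p = 0.00156) times the Sham mean.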

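Some genes of the extracellular matrix also rose after MI. Of 13 collagen genes, 7 rose and none fell, and 12 rose when adjusted over the list alone (adjusted p = 7.61e-09 from camera and 0.290 with an estimated correlation). Col4a1, a chain of basement membrane collagen, reached 1.53 times the Sham mean (log2 0.62, SE 0.068, adjusted p = 9.85e-06). Of 28 genes of matrix glycoproteins and elastic fibers, 12 rose, none fell and 16 did not pass, and 21 rose when adjusted over the list alone (adjusted p = 1.21e-10 from camera and 0.290 with an estimated correlation). Among these, elastin (Eln) reached 2.68 times the Sham mean (log2 1.42, SE 0.27, adjusted p = 0.00320) and Cilp, a protein of the interterritorial matrix, 2.20 times the Sham mean (log2 1.14, SE 0.20, adjusted p = 0.00164). Among the MI rats the collagen genes were highest in replicates 5 and 8, in which their median lay 1.01 and 0.98 above the Sham mean on the log2 scale, against 0.23 and 0.054 in replicates 6 and 7.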

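Of the genes of the fetal and stress program that rose, Tnfrsf12a, the receptor of the cytokine TWEAK, reached 1.60 times the Sham mean (log2 0.68, SE 0.074, adjusted p = 9.85e-06), and Rcan1, which inhibits calcineurin, reached 1.49 times the Sham mean (log2 0.58, SE 0.12, adjusted p = 0.00556). Hdac2, a histone deacetylase, fell to 0.639 times the Sham mean (log2 -0.65, SE 0.15, adjusted p = 0.0125). Over all probes, 426 were higher and 388 lower in MI than in Sham rats, and 679 of the 814 carry a gene name. Called or not, 1307 of all 22523 probes (5.80%) had the 4 MI rats all on 1 side of the 4 Sham rats, where chance gives 2.86% on average. The spread of this share over other groupings was not computed, so the difference does not exclude chance. Hdac2 did not pass without MI replicate 5 (adjusted p = 0.0748) or MI replicate 8 (0.0985). The number of changed probes was 431 without Sham replicate 2, 478 without Sham replicate 3, 540 without Sham replicate 4, 248 without MI replicate 5, 1249 without MI replicate 6, 1574 without MI replicate 7 and 193 without MI replicate 8, and 86 without MI replicates 5 and 8 and MI+T4 replicate 7 together. With the arrays of each rat averaged before the fit, limma called 0 probes, with 2561 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0661. By limma's nested F 494 probes passed, and on the single BeadChips 0 and 3. In simulated data each probe had its own noise, drawn independently of the other probes. There the fit with both arrays recovered 95 of 100 probes changed by log2 0.5, and rat means recovered 91. The fit with both arrays also called 76 unchanged probes, a larger share than the 5% it aims at, against 12 with rat means. Variation that probes share between rats is missing there, so these numbers need not hold for the real data. In 20 sets made from the rats' own deviations with no difference between groups, the fit with both arrays called a median of 5 probes, from 0 to 1374.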

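Some genes of mitochondrial energy metabolism fell after MI, while most did not pass. Of 29 genes of fatty acid oxidation, 10 fell, none rose and 19 did not pass, and 19 fell when adjusted over the list alone (adjusted p = 8.78e-09 from camera and 0.329 with an estimated correlation). Slc25a20, the carrier of acylcarnitines into mitochondria, fell to 0.687 times the Sham mean (log2 -0.54, SE 0.13, adjusted p = 0.0201). Mlycd, which degrades the inhibitor malonyl-CoA, fell to 0.713 times the Sham mean (log2 -0.49, SE 0.12, adjusted p = 0.0183). Of 56 genes of oxidative phosphorylation, 9 fell and none rose, and 16 fell when adjusted over the list alone (adjusted p = 1.21e-10 from camera and 0.290 with an estimated correlation). Ndufs7, a subunit of complex I, fell to 0.719 times the Sham mean (log2 -0.48, SE 0.076, adjusted p = 7.78e-04). Of 80 genes of the mitochondrial ribosome and protein import, 14 fell and none rose, and 25 fell when adjusted over the list alone (adjusted p = 5.1e-10 from camera and 0.318 with an estimated correlation). Timm10b, a subunit of the import machinery of the inner membrane, fell to 0.774 times the Sham mean (log2 -0.37, SE 0.058, adjusted p = 7.32e-04), and the ribosomal protein gene Mrpl3 to 0.777 times the Sham mean (log2 -0.36, SE 0.070, adjusted p = 0.00380). In MI replicates 5 and 8 the median of the fatty acid oxidation genes lay -0.41 and -0.59 from the Sham mean on the log2 scale, and in replicates 6 and 7 -0.20 and -0.046, with -0.21 and -0.23 against -0.054 and -0.026 for oxidative phosphorylation and -0.20 and -0.22 against -0.045 and 0.016 for the mitochondrial ribosome. Slc25a20 did not pass without Sham replicate 2 (adjusted p = 0.0651), Sham replicate 3 (0.0893), MI replicate 5 (0.145) or MI replicate 8 (0.144), and Mlycd did not pass without Sham replicate 2 (adjusted p = 0.0866), Sham replicate 3 (0.0521), MI replicate 5 (0.129) or MI replicate 8 (0.140).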

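Among the largest rises after MI were those of Pcp4, a regulator of calmodulin, to 3.71 times the Sham mean (log2 1.89, SE 0.45, adjusted p = 0.0147), of the microfibril gene Mfap5 to 2.26 times the Sham mean (log2 1.18, SE 0.20, adjusted p = 0.00135), and of Igfbp6, which binds insulin-like growth factors, to 1.97 times the Sham mean (log2 0.98, SE 0.19, adjusted p = 0.00490). Among the largest falls were those of the carboxylesterase Ces1c to 0.406 times the Sham mean (log2 -1.30, SE 0.20, adjusted p = 7.21e-04), of Impa2, an inositol monophosphatase, to 0.620 times the Sham mean (log2 -0.69, SE 0.11, adjusted p = 8.29e-04), and of Sdr39u1, a short-chain dehydrogenase, to 0.635 times the Sham mean (log2 -0.66, SE 0.11, adjusted p = 8.54e-04). Of the probes that limma called, 80 differed from Sham by 1.5-fold or more, 66 of them higher and 14 lower in MI. At a limit of 1.3-fold 254 probes were counted, and at 2-fold 10. The number at 1.5-fold was 38 without MI replicate 5, 150 without MI replicate 6, 193 without MI replicate 7 and 28 without MI replicate 8, and 19 without MI replicates 5 and 8 and MI+T4 replicate 7 together. Pcp4 did not pass without MI replicate 8 (adjusted p = 0.125).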

There were 103 genes of these 354 genes with expressions increased/decreased ≥1.5 times over Shams after MI. 

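Cdk14, a cyclin-dependent kinase that acts in Wnt signaling, measured 9.00 ± 0.19 in MI+T4 rats and 9.41 ± 0.16 in MI rats (mean ± SD, n = 4 rats each), or 0.757 times the MI mean (log2 -0.40, SE 0.073, adjusted p = 0.121), from limma. Rasa1, a GTPase activating protein that switches Ras off, measured 9.21 ± 0.10 and 9.52 ± 0.094, or 0.805 times the MI mean (log2 -0.31, SE 0.059, adjusted p = 0.121). These adjusted p-values are the smallest of the comparison. The interferon-inducible gene Ifi27l2b was at 2.07 times the MI mean (log2 1.05, SE 0.23, adjusted p = 0.136). That mean is lowered by MI replicate 5 (11.435), with 12.797, 12.764 and 12.792 in replicates 6, 7 and 8. Limma called 0 of the 22523 probes between MI+T4 and MI, with 1670 at an unadjusted p under 0.05, of which 842 were higher and 828 lower in MI+T4. In 674 probes (2.99%) the 4 rats of 1 group all lay above the 4 of the other. By limma's nested F, Cdk14, Rasa1 and Ifi27l2b among them, 94 probes passed (51 higher and 43 lower), and 74 by an adjustment over the 3 comparisons together. Of the 35 splits of these 8 rats into 2 groups of 4, 14 gave as many by nested F as the real one, itself included. By a moderated F over the 3 groups followed by an unadjusted p under 0.05 the number was 289. With rat means limma called 0, with 1228 at an unadjusted p under 0.05 and a smallest adjusted p of 0.889. The count was 19 without MI replicate 6, 76 without MI replicate 7, 14 without MI+T4 replicate 5, 2 without MI+T4 replicate 7 and 5 without MI+T4 replicate 8. Cdk14 passed without MI replicate 6 (adjusted p = 0.0204), MI replicate 7 (0.0224) or MI+T4 replicate 7 (0.00549), Rasa1 without MI replicate 6 (adjusted p = 0.0292), MI replicate 7 (0.0395) or MI+T4 replicate 8 (0.0234), and Ifi27l2b without MI replicate 7 (adjusted p = 0.0362).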

Compared to MI rats, T4 treatment decreased the expression of 27 genes and increased the expression of 28 genes after MI (Figure 1a–d).

**Figure 1:**
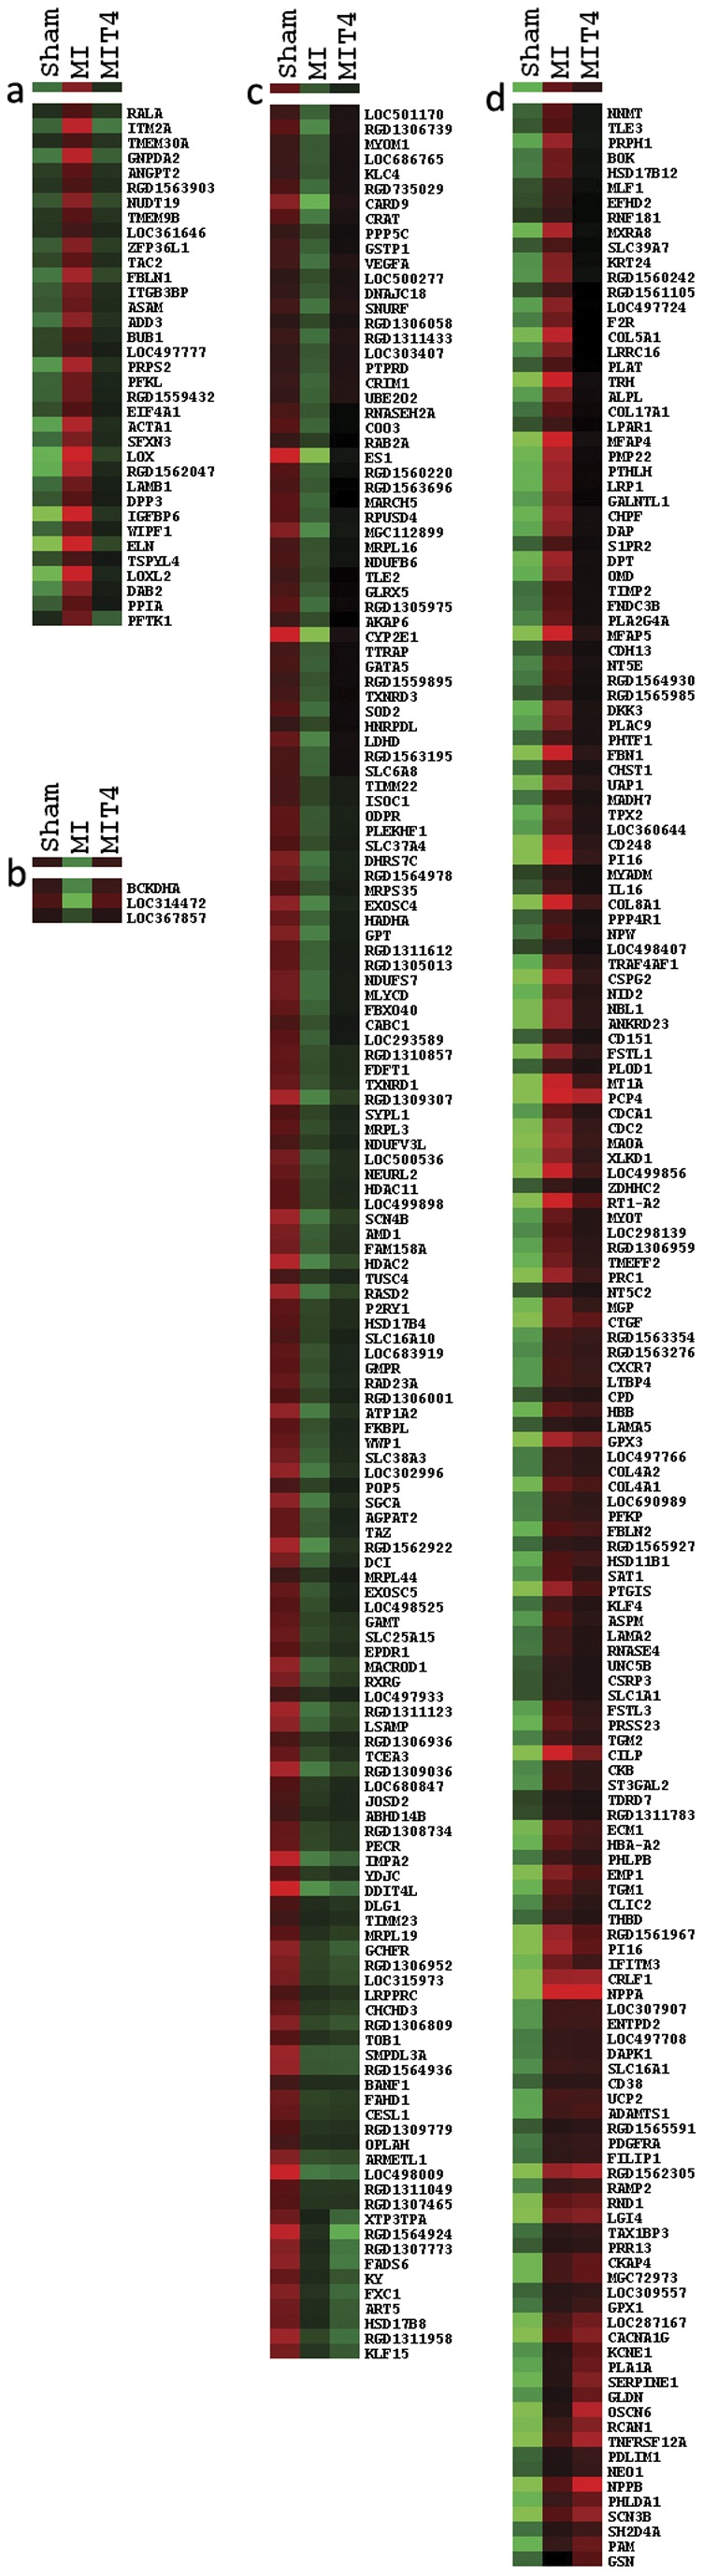
Gene clustering for 354 genes altered by MI. a. Genes whose expression was increased by MI but reduced or normalized by T4 treatment; b. Genes whose expression was decreased by MI but normalized by T4 treatment; c. Genes whose expression was reduced by MI but not reversed by T4 treatment; d. Genes whose expression was increased by MI but not reversed by T4 treatment.

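Igfbp6 and Acta1 lay nearer to Sham in the MI+T4 rats than in the MI rats, Igfbp6 at 0.657 times the MI mean (log2 -0.61, SE 0.19, adjusted p = 0.333) and Acta1 at 0.732 times the MI mean (log2 -0.45, SE 0.14, adjusted p = 0.322), though neither passed the test between MI+T4 and MI. Ccn2, the connective tissue growth factor, was 13.84 ± 0.30 in Sham, 14.60 ± 0.36 in MI and 14.54 ± 0.37 in MI+T4 rats (mean ± SD, n = 4 each), and remained 1.62 times the Sham mean (log2 0.70, SE 0.15, adjusted p = 0.0113) after T4. Uap1, an enzyme of amino sugar synthesis, was 1.81 times the Sham mean (log2 0.86, SE 0.10, adjusted p = 2.64e-05) in MI and 1.64 times the Sham mean (log2 0.71, SE 0.10, adjusted p = 3e-04) in MI+T4 rats. Of the probes called in MI, 91 were still called higher and 74 still called lower than Sham in MI+T4 rats. The MI rats enter both comparisons, so that probes chosen for a change in MI lie nearer to Sham in MI+T4 rats by chance too. The correlation across probes between the log2 changes of MI vs Sham and of MI+T4 vs MI was -0.56. In 20 simulated sets with no difference between the groups its median was -0.53, from -0.78 to -0.088, and the covariance was -0.00591, against a median of -0.00383 (-0.0105 to -6.43e-04). These sets hold no effect of MI either, so they do not show what a real MI effect without a T4 effect would give. With 2 of the MI rats set against Sham and the other 2 against MI+T4, the correlation was -0.15 on average over the 6 assignments, from -0.35 to 0.28.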

Most of these 354 genes altered by MI have multiple Gene Ontology (GO) annotation terms and functions (Table 4). Genes in the category of Cellular Component (CC) include Extracellular Region (56), Extracellular Region Part (36), Envelope (22) and Organelle (143). 

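Ccn2, a secreted protein that promotes fibrosis, rose to 1.70 times the Sham mean (log2 0.76, SE 0.15, adjusted p = 0.00376), and the collagen crosslinking enzyme Lox rose to 1.70 times the Sham mean (log2 0.77, SE 0.18, adjusted p = 0.0138). Of 28 genes of matrix crosslinking and turnover, 13 rose, none fell and 15 did not pass, and 17 rose when adjusted over the list alone (adjusted p = 7.95e-10 from camera and 0.290 with an estimated correlation). Of 13 fibroblast marker genes, 3 rose with them and none fell, and 9 rose when adjusted over the list alone (adjusted p = 3.82e-06 from camera and 0.290 with an estimated correlation). The 3 include Pi16, which rose to 2.16 times the Sham mean (log2 1.11, SE 0.16, adjusted p = 3.22e-04), and Cd248, which rose to 1.86 times the Sham mean (log2 0.90, SE 0.13, adjusted p = 4.93e-04). Both lists were highest in MI replicates 5 and 8, with a median log2 difference from the Sham mean of 0.49 and 0.50 against 0.12 and 0.087 in replicates 6 and 7 for the first and 0.86 and 0.84 against 0.19 and -0.037 for the second. Of the extracellular region genes that Table 4 lists, 48 could be matched to a probe, and 43 of them were higher and 5 lower in MI. Of 22 envelope genes, 4 were higher and 18 lower, Ndufs7, Timm10b and Sod2 among the latter. The lists of Table 4 were chosen on these samples and are not independent evidence of a direction. Lox did not pass without Sham replicate 1 (adjusted p = 0.0583), Sham replicate 2 (0.0644), MI replicate 5 (0.0987) or MI replicate 8 (0.117), and the fibroblast list did not pass (adjusted p = 0.168) without MI replicates 5 and 8 and MI+T4 replicate 7 together.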

Genes in the category of Molecular Function (MF) include Binding (214), Catalytic Activity (103) and Antioxidant Activity (5). 

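Antioxidant enzymes moved in both directions after MI. Txnrd1, the cytosolic thioredoxin reductase, fell to 0.774 times the Sham mean (log2 -0.37, SE 0.067, adjusted p = 0.00252), and Sod2, the mitochondrial superoxide dismutase, fell to 0.744 times the Sham mean (log2 -0.43, SE 0.090, adjusted p = 0.00714). Gpx1, the cytosolic glutathione peroxidase, rose to 1.25 times the Sham mean (log2 0.33, SE 0.082, adjusted p = 0.0221), as did the secreted peroxidase Gpx3. Of 23 measured antioxidant genes, 2 rose, 5 fell and 16 did not pass, and 2 rose and 8 fell when adjusted over the list alone. As a list they did not pass (adjusted p = 0.0559 from camera and 0.290 with an estimated correlation), but did with the arrays of technical replicate 1 alone (0.0157) and without Sham replicate 1 (0.0223), Sham replicate 2 (0.0221) or MI replicate 8 (0.0283). Of the genes that Table 4 places under antioxidant activity, 2 were higher and 3 lower, and of 92 matched genes under catalytic activity 44 were higher and 47 lower. Sod2 did not pass without MI replicate 8 (adjusted p = 0.0565), and Gpx1 did not pass without Sham replicate 1 (adjusted p = 0.118), Sham replicate 2 (0.0823) or MI replicate 8 (0.133).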

Genes in the category of Biological Process (BP) include Developmental Process (72), Cellular Process (157), Biological Regulation (119), Cellular Component Biogenesis (24), Reproductive Process (21), Reproduction (21), Cellular Component Organization (45), Metabolic Process (114) and Locomotion (12). 

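Some genes of cell division rose after MI from low signals. Prc1, which bundles microtubules of the central spindle, rose from 8.13 ± 0.13 in Sham to 8.83 ± 0.39 in MI rats (mean ± SD, n = 4 each), or 1.62 times the Sham mean (log2 0.70, SE 0.14, adjusted p = 0.00498). Tpx2, a spindle assembly factor, rose from 7.82 ± 0.063 to 8.30 ± 0.28 (adjusted p = 0.00294), and the mitotic checkpoint kinase Bub1 from 7.76 ± 0.046 to 8.03 ± 0.10 (adjusted p = 0.00285). Their Sham signals lie at or below the medians of the arrays, where detection could not be tested, so no fold is given for them. Of 27 genes of cell division, 9 rose, none fell and 18 did not pass, and 14 rose when adjusted over the list alone (adjusted p = 1.01e-08 from camera and 0.290 with an estimated correlation). The median of this list lay 0.17 and 0.36 above the Sham mean in MI replicates 5 and 8, and 0.17 and 0.044 in replicates 6 and 7. Of the developmental process genes of Table 4, 65 were matched, with 48 higher and 16 lower in MI. Of 102 matched genes under metabolic process 52 were higher and 49 lower, and of 41 under cellular component organization 28 were higher and 12 lower; these categories share genes.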

There are still 87 genes with unknown functions.

**Table 4:** Functional annotation of 354 genes altered by MI (MI *vs*. Sham).

Functional category		Gene symbol
**Biological Process**		
	Developmental process	AGPAT2, ADAMTS1, KLF4, RND1, TIMP2, ACTA1, AMD1, ANGPT2, ASPM, CDH13, CDC2, F2R, COL4A1, COL5A1, COL8A1, CTGF, CKB, CSRP3, DKK3, DAB2, DLG1, ELN, EMP1, FBN1, FBLN1, GSN, GLDN, GPX1, GAMT, HBA-A2, HDAC11, HSD17B4, HSD11B1, KY, LAMA2, LAMA5, LAMB1, LGI4, LRP1, LOX, MGP, MLF1, NPPB, NEO1, NEURL2, NNMT, PTHLH, PAM, PPIA, PMP22, PLA2G4A, PLAT, PDGFRA, KCNE1, CABC1, PLOD1, RCAN1, RXRG, SERPINE1, HDAC2, SLC37A4, SOD2, TAZ, TXNRD1, THBD, TGM1, TGM2, TDRD7, TNFRSF12A, UNC5B, VEGFA, ZFP36L1
	Cellular process	NT5E, NT5C2, ART5, ATP1A2, BOK, CD38, DNAJC18, FKBPL, KLF4, NDUFS7, RAB2A, RAD23A, RPUSD4, RND1, ST3GAL2, TIMP2, TSPYL4, UAP1, WIPF1, WWP1, ACTA1, AMD1, ANGPT2, ANKRD23, ASPM, BCKDHA, BUB1, CDH13, CACNA1G, CHST1, CRAT, CDC2, F2R, COQ3, COL4A1, COL5A1, COL8A1, CTGF, CKB, CSRP3, CYP2E1, DAPK1, DAP, DPT, DAB2, DLG1, DCI, ENTPD2, ELN, EPDR1, EMP1, EXOSC5, FDFT1, FBLN1, FXC1, GSN, GLDN, GNPDA2, GPX1, GPX3, GSTP1, GAMT, GMPR, HBA-A2, HNRPDL, HDAC11, HADHA, HSD17B12, HSD17B4, HSD17B8, HSD11B1, ITGB3BP, IL16, KRT24, KY, LAMA2, LAMA5, LAMB1, LTBP4, LRPPRC, LGI4, LSAMP, LRP1, LPAR1, LOX, MLYCD, MGP, MT1A, MRPL16, MRPL3, MRPL44, MAOA, MLF1, NPPA, NPPB, NEO1, NEURL2, NID2, OMD, PTHLH, PAM, PPIA, PMP22, PECR, PFKL, PFKP, PLA2G4A, PRPS2, PLAT, PDGFRA, PLEKHF1, PHLDA1, KCNE1, CABC1, POP5, PLOD1, PTGIS, PPP5C, PTPRD, QDPR, RAMP2, RCAN1, RXRG, RNASEH2A, RNF181, SERPINE1, RGD1563903, HDAC2, LOC298139, BANF1, RGD1311612, SLC16A1, SLC37A4, SAT1, SMPDL3A, SOD2, TAZ, TXNRD1, TXNRD3, TRH, TCEA3, TOB1, TLE2, TLE3, TGM1, TGM2, TIMM22, TIMM23, TDRD7, TNFRSF12A, UBE2Q2, UNC5B, UCP2, RALA, VEGFA, ZFP36L1, ZDHHC2
	Biological regulation	AGPAT2, NT5E, AKAP6, ATP1A2, BOK, CD38, DDIT4L, GATA5, GCHFR, KLF15, KLF4, PDLIM1, RAB2A, RASD2, RT1-A2, RND1, TIMP2, TMEM9B, TAX1BP3, WWP1, ACTA1, ANGPT2, ASPM, BCKDHA, CDH13, CACNA1G, CILP, CARD9, CDC2, CXCR7, F2R, COL4A2, COL5A1, COL8A1, CTGF, CKB, CSRP3, CRIM1, DAPK1, DPT, DKK3, DAB2, DLG1, ENTPD2, ELN, EMP1, FNDC3B, FBLN2, FSTL3, GSN, GPX1, GAMT, HBA-A2, HNRPDL, HSD17B12, HSD17B8, HSD11B1, ECM1, IGFBP6, ITGB3BP, IFITM3, IL16, LAMA2, LAMA5, LAMB1, LTBP4, LRPPRC, LGI4, LRP1, LPAR1, MLYCD, MGP, MT1A, MFAP4, MAOA, NPPA, NPPB, NEO1, NEURL2, OMD, PTHLH, PPIA, PMP22, PFKL, PLA2G4A, PLAT, PDGFRA, PLEKHF1, PHLDA1, KCNE1, CABC1, PPP5C, P2RY1, RAMP2, RCAN1, RXRG, SERPINE1, HDAC2, BANF1, SLC37A4, SAT1, S1PR2, SOD2, TAC2, TXNRD1, THBD, TRH, TCEA3, TOB1, TLE2, TLE3, TGM2, TNFRSF12A, TUSC4, UBE2Q2, UNC5B, RALA, VEGFA, ZFP36L1
	Cellular component biogenesis	GCHFR, NDUFS7, TSPYL4, ACTA1, CDH13, ELN, GSN, GPX3, HBA-A2, HBB, LAMA5, LPAR1, LOX, MGP, NEURL2, PMP22, PFKL, PFKP, PPP5C, XTP3TPA, SLC1A1, SOD2, TAZ, TGM2
	Reproductive process	ADAMTS1, CD38, TIMP2, DLG1, FBLN1, FSTL3, GPX3, GAMT, HSD17B4, LAMB1, PTHLH, PAM, PPIA, PLA2G4A, PDGFRA, PHTF1, RAMP2, BANF1, THBD, TDRD7, VEGFA
	Reproduction	ADAMTS1, CD38, TIMP2, DLG1, FBLN1, FSTL3, GPX3, GAMT, HSD17B4, LAMB1, PTHLH, PAM, PPIA, PLA2G4A, PDGFRA, PHTF1, RAMP2, BANF1, THBD, TDRD7, VEGFA
	Cellular component organization	GCHFR, NDUFS7, RND1, TSPYL4, WIPF1, ACTA1, CDH13, CDC2, F2R, COL5A1, DPT, DAB2, DLG1, ELN, FBLN1, FXC1, GSN, GPX1, GPX3, HBA-A2, HBB, HDAC11, HSD17B12, KY, LAMA2, LAMA5, LAMB1, LRP1, LPAR1, LOX, MGP, NEURL2, PMP22, PFKL, PFKP, PDGFRA, PPP5C, HDAC2, XTP3TPA, SLC1A1, SOD2, TAZ, TGM2, UNC5B, RALA
	Metabolic process	NT5E, NT5C2, ADAMTS1, ART5, ATP1A2, CD38, DNAJC18, FKBPL, NDUFS7, RAD23A, RPUSD4, ST3GAL2, UAP1, WWP1, AMD1, ALPL, ANKRD23, BCKDHA, BUB1, CHST1, CPD, CRAT, CDC2, F2R, COQ3, COL5A1, CTGF, CKB, CYP2E1, DAPK1, DLG1, DCI, ENTPD2, EXOSC5, FDFT1, FAHD1, GNPDA2, GPT, GPX1, GPX3, GSTP1, GAMT, GMPR, HNRPDL, HDAC11, HADHA, HSD17B12, HSD17B4, HSD17B8, HSD11B1, ITGB3BP, ISOC1, LRPPRC, LRP1, LPAR1, LOX, LOXL2, MLYCD, MRPL16, MRPL3, MRPL44, MAOA, MLF1, NPPA, NPPB, NID2, PTHLH, PAM, PPIA, PECR, PFKL, PFKP, PLA1A, PLA2G4A, PHLPB, PRPS2, PLAT, PDGFRA, PHLDA1, CABC1, POP5, PLOD1, PTGIS, PRSS23, PPP5C, PTPRD, QDPR, RXRG, RNASEH2A, RNF181, RGD1563903, DPP3, HDAC2, LOC298139, BANF1, RGD1311612, RGD1306809, SLC16A1, SLC37A4, SAT1, SMPDL3A, SOD2, TAZ, TXNRD1, TXNRD3, TCEA3, TLE2, TLE3, TGM1, TGM2, UBE2Q2, VEGFA, ZFP36L1, ZDHHC2
	Locomotion	ATP1A2, CDH13, COL5A1, CTGF, GPX1, IL16, LAMA5, PLAT, CABC1, SLC37A4, TNFRSF12A, VEGFA
**Cellular Component**		
	Extracellular region	ADAMTS1, ART5, ST3GAL2, TIMP2, ANGPT2, CDH13, CILP, F2R, COL4A1, COL4A2, COL5A1, CTGF, CRIM1, DKK3, ENTPD2, ELN, EPDR1, ES1, FBN1, FBLN1, FSTL1, FSTL3, GSN, GPX3, HSD17B12, ECM1, IGFBP6, LAMA2, LAMA5, LAMB1, LTBP4, LOX, MGP, MFAP5, NPPA, NPPB, NBL1, NPW, NID2, OMD, PTHLH, PI16, PAM, PPIA, PLA1A, PLAT, KCNE1, PTGIS, PRSS23, RNASE4, SERPINE1, SMPDL3A, TAC2, THBD, TRH, VEGFA
	Extracellular region part	ADAMTS1, TIMP2, CDH13, CILP, COL4A1, COL4A2, COL5A1, TGF, ENTPD2, ELN, ES1, FBN1, FBLN1, FSTL3, GSN, GPX3, SD17B12, ECM1, IGFBP6, LAMA2, LAMA5, LAMB1, LTBP4, LOX, MGP, MFAP5, NPPB, NID2, OMD, PAM, PLAT, KCNE1, PTGIS, SMPDL3A, THBD, VEGFA
	Envelope	AKAP6, GCHFR, NDUFB6, NDUFS7, CRAT, CHCHD3, DCI, FXC1, FAHD1, HADHA, HSD17B8, HSD11B1, LDHD, LRPPRC, MRPL19, MAOA, SFXN3, SLC25A15, SOD2, TIMM22, TIMM23, UCP2
	Organelle	AGPAT2, AKAP6, ADAMTS1, ATP1A2, CD38, GATA5, GCHFR, KLF15, KLF4, MACROD1, NDUFB6, NDUFS7, PDLIM1, PFTK1, PCP4, RAB2A, RAD23A, RPUSD4, RGD735029, ST3GAL2, TIMP2, TPX2, TRAF4AF1, TSPYL4, TAX1BP3, UAP1, WIPF1, ABHD14B, ACTA1, ADD3, ASAM, ANKRD23, ASPM, BCKDHA, BUB1, CHST1, CESL1, CPD, CRAT, CDC2, CHPF, F2R, COQ3, CHCHD3, CKB, CSRP3, CYP2E1, CKAP4, DAPK1, DAB2, DLG1, DCI, ELN, EPDR1, ES1, FDFT1, FNDC3B, FILIP1, FSTL3, FXC1, FAHD1, GSN, GLRX5, GPX1, GSTP1, HBA-A2, HNRPDL, HDAC11, HADHA, HSD17B12, HSD17B4, HSD17B8, HSD11B1, IGFBP6, ITGB3BP, IFITM3, ISOC1, KRT24, KLC4, LDHD, LRPPRC, LRP1, LOX, MLYCD, MGP, MT1A, MRPL16, MRPL19, MRPL3, MRPL44, MRPS35, MAOA, MLF1, NPPA, NPPB, NUDT19, LOC683919, PTHLH, PAM, PPIA, PECR, PLA2G4A, PLAT, PLEKHF1, PHLDA1, KCNE1, CABC1, POP5, PLOD1, PTGIS, PRSS23, PPP5C, PHTF1, QDPR, RCAN1, RXRG, RNASEH2A, SFXN3, RGD1563903, HDAC2, LOC298139, RGD1307465, RGD1565591, BANF1, SNURF, SLC16A1, SLC25A15, SLC37A4, SOD2, SYPL1, TAZ, TXNRD1, TRH, TCEA3, TLE2, TLE3, TGM2, TIMM22, TIMM23, TDRD7, UCP2, VEGFA, ZFP36L1
**Molecular Function**		
	Binding	NT5E, OPLAH, AKAP6, ADAMTS1, ATP1A2, BOK, CD151, CD38, DNAJC18, EFHD2, FBXO40, FKBPL, GATA5, GCHFR, LOC500277, KLF15, KLF4, NDUFS7, PDLIM1, PFTK1, PCP4, RAB2A, RAD23A, RASD2, RGD1559432, RPUSD4, RT1-A2, RND1, RGD735029, SH2D4A, TIMP2, TPX2, TRAF4AF1, TAX1BP3, TTRAP, UAP1, WIPF1, WWP1, ACTA1, ADD3, AMD1, ALPL, ANGPT2, MGC72973, BCKDHA, BUB1, CDH13, CACNA1G, CPD, CARD9, CDC2, CXCR7, CLIC2, CHPF, F2R, CHCHD3, COL4A1, COL4A2, COL5A1, CTGF, CKB, CSRP3, CRIM1, CYP2E1, CRLF1, DAPK1, DAB2, DLG1, DCI, ENTPD2, ELN, EPDR1, EIF4A1, EXOSC4, EXOSC5, FDFT1, FBN1, FBLN1, FBLN2, FSTL1, FSTL3, FXC1, FAHD1, GSN, LOC287167, GPT, GPX1, GPX3, GSTP1, GAMT, GMPR, HBA-A2, HBB, HNRPDL, HDAC11, HADHA, HSD17B12, HSD17B4, HSD17B8, HSD11B1, IMPA2, IGFBP6, IL16, KLC4, LDHD, LAMA2, LAMA5, LAMB1, LTBP4, LRPPRC, LGI4, LSAMP, LRP1, LPAR1, LOX, LOXL2, MGP, MARCH5, MT1A, MFAP4, MRPL16, MRPL44, MAOA, MLF1, MYOT, NPPA, NPPB, NEO1, NEURL2, NBL1, NPW, NID2, NUDT19, OMD, PTHLH, PAM, PPIA, PECR, PFKL, PFKP, PLA2G4A, PRPS2, PDGFRA, PLEKHF1, PHLDA1, KCNE1, CABC1, POP5, PLOD1, PTGIS, PPP4R1, PPP5C, PRC1, P2RY1, QDPR, RAMP2, RCAN1, RXRG, RNASEH2A, RNASE4, RNF181, SERPINE1, SFXN3, RGD1306959, DPP3, LOC690989, HDAC2, LOC298139, XTP3TPA, RGD1565591, BANF1, RGD1560220, RGD1311612, SCN4B, SCN3B, SLC1A1, SLC16A1, SLC25A15, SLC38A3, SLC39A7, SLC6A8, SAT1, SMPDL3A, SOD2, TXNRD1, THBD, TRH, TCEA3, TOB1, TLE2, TLE3, TGM1, TGM2, TIMM22, TIMM23, TDRD7, TNFRSF12A, TUSC4, UNC5B, UCP2, RALA, VEGFA, ZFP36L1, ZDHHC2
	Catalytic activity	AGPAT2, NT5E, NT5C2, OPLAH, ADAMTS1, ART5, ATP1A2, CD38, DNAJC18, NDUFS7, PFTK1, RPUSD4, ST3GAL2, UAP1, WWP1, ABHD14B, AMD1, ALPL, BCKDHA, BUB1, CHST1, CESL1, CPD, CRAT, CDC2, CHPF, COQ3, CKB, CYP2E1, DAPK1, DCI, ENTPD2, ES1, EIF4A1, EXOSC5, FDFT1, FAHD1, GNPDA2, GPT, GPX1, GPX3, GSTP1, GAMT, GMPR, HDAC11, HADHA, HSD17B12, HSD17B4, HSD17B8, HSD11B1, IMPA2, ISOC1, KLC4, LDHD, LOX, LOXL2, MLYCD, MRPL44, MAOA, NUDT19, LOC683919, PAM, PPIA, PECR, PFKL, PFKP, PLA1A, PLA2G4A, PHLPB, PRPS2, PLAT, PDGFRA, CABC1, POP5, PLOD1, PTGIS, PRSS23, PPP5C, PTPRD, QDPR, RNASEH2A, RNASE4, RNF181, SERPINE1, DPP3, HDAC2, RGD1306739, LOC298139, XTP3TPA, RGD1311612, RGD1306809, SAT1, SMPDL3A, SOD2, TAZ, TXNRD1, TXNRD3, TLE2, TGM1, TGM2, TUSC4, UBE2Q2, ZDHHC2
	Antioxidant activity	GPX1, GPX3, SOD2, TXNRD1, TXNRD3
**Unknown**		LOC314472, LOC303407, RGD1311433, LOC367857, LOC501170, MYOM1, RGD1306058, LOC686765, RGD1305975, MGC112899, RGD1563195, RGD1559895, RGD1564924, RGD1563696, LOC293589, RGD1305013, FADS6, RGD1307773, RGD1562922, RGD1564978, DHRS7C, LOC500536, SGCA, RGD1309307, RGD1306001, LOC498525, NDUFV3L, LOC302996, LOC499898, FAM158A, RGD1310857, RGD1306936, RGD1311123, LOC497933, JOSD2, LOC680847, RGD1309036, RGD1311958, RGD1308734, LOC315973, RGD1306952, RGD1564936, LOC498009, ARMETL1, RGD1309779, RGD1311049, ITM2A, TMEM30A, LOC361646, RGD1562047, LOC497777, RGD1560242, LRRC16, GALNTL1, QSCN6, CD248, PRPH1, LOC497724, RGD1561105, MXRA8, COL17A1, RGD1565985, LOC499856, PLAC9, CSPG2, LOC498407, XLKD1, MADH7, LOC360644, RGD1564930, RGD1561967, MYADM, TMEFF2, CDCA1, LOC497766, RGD1563354, RGD1311783, RGD1563276, LOC309557, PRR13, RGD1562305, RGD1565927, LOC497708, LOC307907

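Genes of the immune response did not pass between MI+T4 and MI rats with the comparison adjusted alone over all probes, but some did by nested F. RT1-M6-2, a class I histocompatibility gene, was 11.10 ± 0.44 in MI+T4 rats and 10.35 ± 0.32 in MI rats (mean ± SD, n = 4 each), or 1.68 times the MI mean (log2 0.75, SE 0.15, adjusted p = 0.136), from limma. The antiviral oligoadenylate synthetase Oas1a was at 1.29 times the MI mean (log2 0.37, SE 0.094, adjusted p = 0.193), and the chemokine Cxcl12 was at 0.700 times the MI mean (log2 -0.51, SE 0.14, adjusted p = 0.206). Of 8 matched genes that Table 5 places under immune system process, 6 were higher and 2 lower in MI+T4 on average, each with an unadjusted p under 0.05 and each past nested F; that table was chosen on these samples and is not independent evidence. Of 44 genes of antigen presentation, 0 passed over all probes, and 3 were higher and 1 lower when adjusted over the list alone (adjusted p = 0.135 from camera and 0.712 with an estimated correlation). By nested F 2 of them were higher and 1 lower. The list passed without MI replicate 7 (0.00778) or MI+T4 replicate 5 (0.0216), and on the brightest probes (0.0298). RT1-M6-2 passed without MI replicate 6 (adjusted p = 0.0435), MI replicate 7 (0.0224) or MI+T4 replicate 5 (0.0423), Oas1a without MI replicate 7 (adjusted p = 0.0310), and Cxcl12 without MI replicate 7 (adjusted p = 0.0224).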

Most of the 55 genes altered by T4 treatment are in the category of MF under Binding (24) and BP which includes Immune System Process (9), Multi-organism Process (5) and Biological Regulation (19). 5 of these 55 genes are in the category of CC under Extracellular Region Part. However, functions of 21 of these 55 genes remain unknown (Table 5).

**Table 5:** Functional annotation of 55 genes altered by T4 treatment (MI+T4 *vs*. MI).

Functional category	Gene symbol
**Biological Process**	
Immune system process	OAS1A, OASL2, ABCC9, RT1-M6-2, RT1-N2, CARD9, CXCL12, RT1-S3, IRF7
Multi-organism process	OAS1A, ABCC9, CARD9, IRF7, MX1
Biological regulation	OAS1A, RASA1, TMEM9B, ANGPT2, BCKDHA, CARD9, CXCL12, FGF1, GSN, ITGB3BP, IRF7, IRF9, NFIX, PLAG1, YWHAQ, SPOCK2, SPRED1, RALA, ZFP36L1
**Cellular Component**	
Extracellular region part	CXCL12, FGF1, GSN, MYOC, SPOCK2
**Molecular Function**	
Binding	OAS1A, OASL2, ABCC9, KCNIP2, PFTK1, RASA1, RGD735029, ADD3, ANGPT2, BCKDHA, BUB1, CARD9, CXCL12, FGF1, GSN, IRF7, IRF9, MYOC, MX1, NFIX, PLAG1, PAIP1, YWHAQ, RGD1559924, SPOCK2, SF3B3, SPRED1, RALA, ZFP36L1
**Unknown**	LOC688103, RGD1304646, LOC310926, TNFSF5IP1, ITM2A, HLA-DMB, MRPL52, TMEM30A, GNPDA2, LOC361646, ISG12(B), RGD1564163, IFI27L, RGD1562052, LOC314472, RGD1311874, RGD1310093, TYKI, LOC303407, RGD1311433, SLC43A3

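Dele1, a mitochondrial stress signaling protein, fell after MI to 0.761 times the Sham mean (log2 -0.39, SE 0.066, adjusted p = 0.00116) and was 1.19 times the MI mean (log2 0.25, SE 0.066, adjusted p = 0.204) in MI+T4 rats. Itgb3bp, a kinetochore protein, rose after MI to 1.30 times the Sham mean (log2 0.38, SE 0.073, adjusted p = 0.00447) and was 0.819 times the MI mean (log2 -0.29, SE 0.073, adjusted p = 0.186) in MI+T4 rats. Itm2a, a membrane protein, rose to 1.44 times the Sham mean (log2 0.53, SE 0.14, adjusted p = 0.0265) after MI and was 0.677 times the MI mean (log2 -0.56, SE 0.14, adjusted p = 0.151) with T4. Of the genes listed in Table 6, 15 could be matched to a probe. All 15 passed the test between MI and Sham, and in each the MI+T4 mean lay in the opposite direction from the MI mean, with adjusted p-values from 0.121 to 0.239 in limma, and all passed by nested F; the table was chosen on these samples. Over all probes, 0 were called both ways, lower in MI and higher in MI+T4 or the reverse, against 343 and 365 at unadjusted p-values under 0.05 and 15 and 23 by nested F. In 20 simulated sets with no difference between the groups, which share the MI rats in the same way, a median of 154.5 and 157 probes (highest 737 and 716) were opposite at unadjusted p-values under 0.05, and a median of 0.5 and 0.5 (highest 159 and 92) by nested F. Without an effect of MI in them, these sets do not give the numbers for a real MI effect and no T4 effect. Independent lists of the same lengths would share 62.2 and 57.5 probes at unadjusted p-values under 0.05 and 0.523 and 0.502 by nested F. With T4, Dele1 passed without MI replicate 7 (adjusted p = 0.0329), Itgb3bp without MI replicate 7 (adjusted p = 0.0276) and Itm2a without MI replicate 6 (adjusted p = 0.0450) or MI replicate 7 (0.0259). Itm2a did not pass after MI without Sham replicate 1 (adjusted p = 0.0677), Sham replicate 2 (0.115), Sham replicate 4 (0.0611), MI replicate 5 (0.0789) or MI replicate 8 (0.108).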

There were 6 genes down-regulated by MI but up-regulated by T4 treatment and 12 genes up-regulated by MI but down-regulated by T4 treatment (Table 6).

**Table 6:** Fold changes in genes whose expression altered by MI but reversed by T4 treatment.

Gene Symbol	MI vs. Sham	MI+T4 vs. MI	MI+T4 vs. Sham
CARD9	0.63	1.35	0.85
RGD735029	0.76	1.19	0.91
LOC314472	0.67	1.52	1.01
BCKDHA	0.78	1.30	1.01
LOC303407	0.83	1.16	0.97
RGD1311433	0.78	1.22	0.96
ZFP36L1	1.36	0.77	1.05
PFTK1	1.22	0.76	0.92
ITGB3BP	1.30	0.82	1.06
BUB1	1.21	0.86	1.04
ADD3	1.41	0.78	1.10
ANGPT2	1.21	0.84	1.01
ITM2A	1.44	0.68	0.97
LOC361646	1.16	0.88	1.02
RALA	1.19	0.83	0.99
TMEM9B	1.21	0.83	1.01
GNPDA2	1.49	0.68	1.02
TMEM30A	1.19	0.84	0.99

### Validation of microarray results by RT-PCR

The expression of five selected genes (COL8A1, GPX3, NPPA, IFI27L and βMHC) was verified by quantitative RT-PCR. 

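On the arrays, Col8a1, a short-chain collagen of the vessel wall, rose to 2.80 times the Sham mean (log2 1.48, SE 0.27, adjusted p = 0.00247) after MI, and in MI+T4 rats it was 0.638 times the MI mean (log2 -0.65, SE 0.27, adjusted p = 0.555). Gpx3 rose to 1.92 times the Sham mean (log2 0.94, SE 0.19, adjusted p = 0.00498) after MI and was 0.928 times the MI mean (log2 -0.11, SE 0.19, adjusted p = 0.971) with T4. Nppa was 0.879 times the MI mean (log2 -0.19, SE 0.39, adjusted p = 0.975) with T4. Ifi27, an interferon-inducible gene, was 1.06 times the Sham mean (log2 0.079, SE 0.077, adjusted p = 0.765) after MI and 1.20 times the MI mean (log2 0.27, SE 0.077, adjusted p = 0.266) with T4, and neither difference passed the test. It was matched to the paper's IFI27L by a synonym and need not be the same probe. The paper's array folds for IFI27L are 0.94 and 1.46, so these values do not test that gene. The beta myosin heavy chain gene Myh7 did not pass after MI (adjusted p = 0.849), with signals near the highest of any probe in every rat, where a change can go unseen. Each value is from limma with both arrays of 4 rats per group, and Col8a1, Gpx3 and Nppa passed between MI and Sham but not between MI+T4 and MI. With rat means 0 probes passed between MI and Sham, with an adjusted p in limma of 0.222 for Nppa and 0.228 for Col8a1. The Nppa signal of MI+T4 replicate 7 (16.33) also lies near the highest of any probe.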

The fold changes in the expression levels of target genes revealed by RT-PCR were similar to or higher than those determined by microarray. In each gene, RT-PCR confirmed the relative differences between groups observed in microarray (Table 7).

**Table 7:** Fold changes in the expression of selected genes by RT-PCR.

Gene Symbol	Fold Changes (MI *vs*. Sham)		Fold Changes (MI+T4 *vs*. MI)	
	Microarray	RT PCR	Mcroarray	RT PCR
COL8A1	3.1	6.5	0.66	0.77
GPX3	2.0	2.3	0.93	1.2
NPPA	4.22	11.8	1.01	0.86
lFI27L	0.94	0.8	1.46	2.4
βMHC	0.99	1.80	1.00	0.83

### Angiopoietin-2 expression

Angiopoietin-2 expression was increased in non-infarcted myocardium after MI but decreased with T4 treatment as examined by Western blotting (Figure 2), which is consistent with microarray findings.

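The mRNA of Angpt2, which encodes angiopoietin-2, measured 8.47 ± 0.051 in Sham, 8.75 ± 0.21 in MI and 8.49 ± 0.10 in MI+T4 rats (mean ± SD, n = 4 rats each). It rose after MI to 1.21 times the Sham mean (log2 0.28, SE 0.064, adjusted p = 0.0129) in limma and was 0.838 times the MI mean (log2 -0.26, SE 0.064, adjusted p = 0.166) with T4, which did not pass the test of that comparison alone and did by nested F. Angpt1, the agonist of the same receptor, was 0.977 times the Sham mean (log2 -0.033, SE 0.10, not past the test) after MI and 1.08 times the MI mean (log2 0.11, SE 0.10, adjusted p = 0.886) with T4. Tek, the receptor of both, was 0.966 times the Sham mean (log2 -0.050, SE 0.075, adjusted p = 0.880) after MI and 1.05 times the MI mean (log2 0.073, SE 0.075, adjusted p = 0.925) with T4. The rise of Angpt2 after MI did not pass without Sham replicate 3 (adjusted p = 0.0554), MI replicate 5 (0.0926) or MI replicate 8 (0.114), and its difference with T4 passed without MI replicate 7 (adjusted p = 0.0224).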

**Figure 2:**
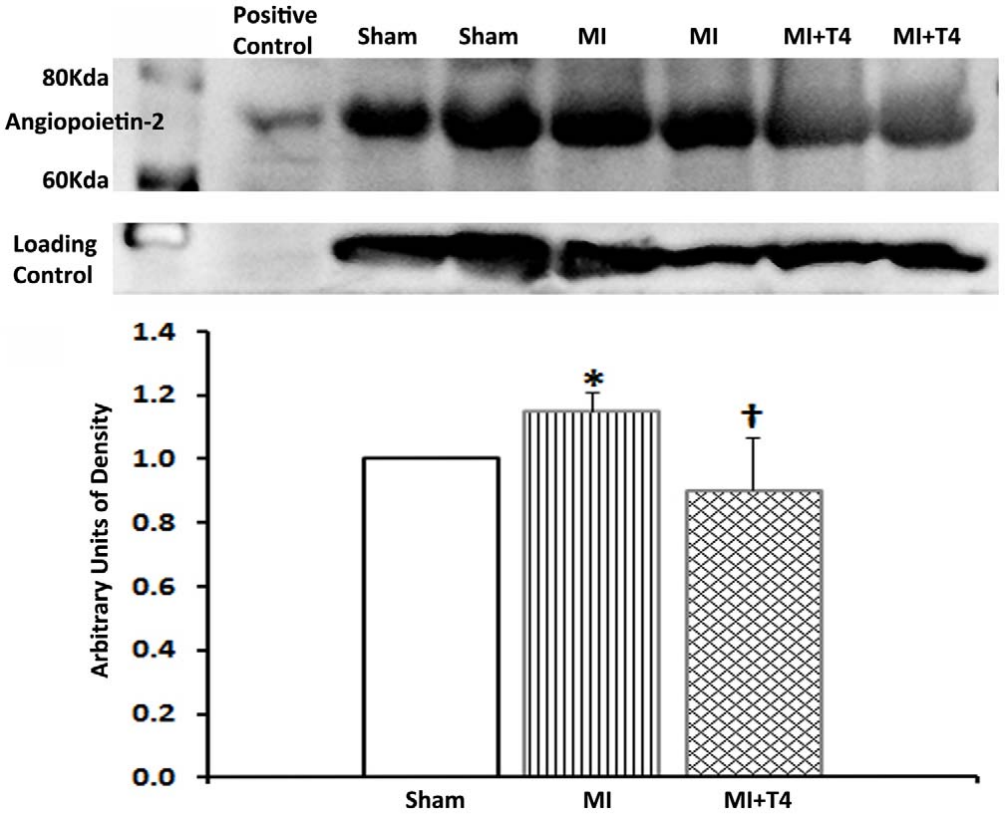
Representative Western blot and densitometry for Angiopoietin-2 expression in non-infarcted myocardium. Results are mean (SD) with n = 4 rats per group. *, *p*<0.05 vs. Sham operated group; †, *p*<0.05 vs. MI group; ANOVA with Bonferroni's Multiple Comparison Test.

## Discussion

In this study, 354 genes were found to have altered expression in the non-infarcted myocardium 4 weeks after myocardial infarction. 103 of these 354 genes were found to have ≥1.5 time changes in the expression. 55 of these 354 genes were found to show altered expression with T4 treatment. Most of these 354 genes have multiple functions in the categories of Biological Process, Molecular Function and Cellular Component.

Left ventricular remodeling after MI is a very complicated process. Stanton et al [2] reported that more than 400 different gene expressions were altered in the remodeling myocardium at 2, 4, 8, 12 and 16 weeks post MI, with both temporal and spatial changes. The expression of 101 genes in the interventricular septum tissue was significantly changed at 4 weeks post MI. Most of these genes were involved in metabolism, cellular component synthesis, gene expression and intracellular communication. With the Illumina microarray, more genes in the non-infarcted myocardium were detected with altered expression at 4 weeks after MI in the present study.

Thyroid hormone has important effects on the cardiovascular system, including cardiovascular development and homeostasis under physiological and pathological status. Thyroid hormone has been shown to increase cardiac contractility, induce cardiac hypertrophy and angiogenesis, reduce apoptosis, improve LV remodeling and function in different animal models [4]–[6], [9]. Thyroid hormone induced cardiac hypertrophy is mediated by altered expression of a number of genes. Using cDNA microarray, Amamson et al [10] reported that T3 treatment for 3 days led to increased expression of 27 genes and decreased expression of 9 genes in cultured hypothyroid fetal rat myocytes. De et al [11] showed that T3 treatment of rats for 15 days resulted in upregulation of 11 genes and downregulation of 26 genes, which related to metabolism, cytoskeletal/matrix protein, hormone/growth factor, Ca^2+^-channel proteins and the proteins related to receptor transcription. 

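Interferon-stimulated genes lay higher in MI+T4 than in MI rats as a group. Some of them, Irf7, Mx1, Oasl2 and Dhx58 included, are genes of Table 5. That table was chosen on these samples, so the list is not independent evidence. Of 35 such genes, 33 had a higher and 2 a lower mean in MI+T4, 0 passed the test over all probes with the comparison adjusted alone, 9 were higher by nested F, and 15 were higher when adjusted over the list alone (for the list, adjusted p = 1.81e-14 from camera and 0.687 with an estimated correlation). Irf7, the regulator of type I interferon transcription, was at 1.78 times the MI mean (log2 0.83, SE 0.19, adjusted p = 0.136), the antiviral GTPase Mx1 at 1.71 times the MI mean (log2 0.77, SE 0.21, adjusted p = 0.220), Oasl2 at 1.42 times the MI mean (log2 0.51, SE 0.11, adjusted p = 0.136), and the RNA sensor Dhx58 at 1.21 times the MI mean (log2 0.27, SE 0.065, adjusted p = 0.151), and these 4 passed by nested F. In MI+T4 replicates 5, 6, 7 and 8, the median of the list lay 0.087, 0.42, 0.16 and 0.13 above the Sham mean on the log2 scale. In the MI rats this median lay at -0.20 and -0.027 in replicates 5 and 8, and at 0.0048 and 0.18 in replicates 6 and 7. The groups thus overlapped, with MI replicate 7 above MI+T4 replicates 5, 7 and 8. Irf7 passed without MI replicate 7 (adjusted p = 0.0224) or MI+T4 replicate 5 (0.0455), Oasl2 without MI replicate 7 (adjusted p = 0.0224) or MI+T4 replicate 5 (0.0465) and Dhx58 without MI replicate 7 (adjusted p = 0.0455).

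**Figure D1:**
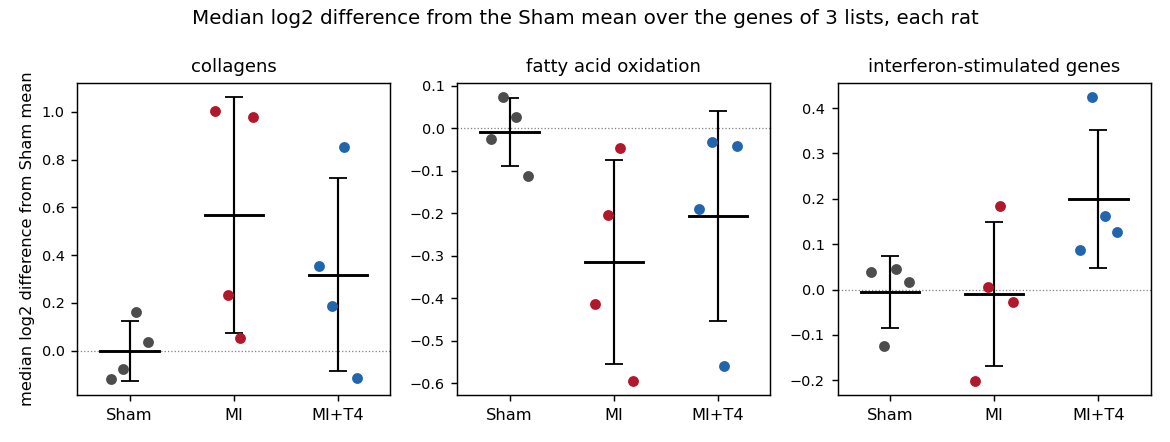
Median log2 difference from the Sham mean over the genes of each of 3 lists (collagens, fatty acid oxidation, interferon-stimulated genes), with 1 point per rat, a line at the group mean and bars of 1 SD over 4 rats. The MI+T4 rats lie above the Sham mean for the interferon-stimulated genes, and MI replicates 5 and 8 and MI+T4 replicate 7 lie apart from the other rats for the collagens.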

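As lists, genes of the matrix lay lower and genes of energy metabolism higher in MI+T4 than in MI rats, but these shifts are lost without single rats. Of 13 collagen genes, 12 had a lower mean in MI+T4 (adjusted p = 0.00296 from camera and 0.712 with an estimated correlation), and so had 25 of 28 genes of matrix glycoproteins and elastic fibers (adjusted p = 0.00208 from camera and 0.712 with an estimated correlation), 26 of 28 of matrix crosslinking and turnover (adjusted p = 0.00231 from camera and 0.712 with an estimated correlation), 11 of 13 fibroblast markers (adjusted p = 0.0108 from camera and 0.712 with an estimated correlation) and 19 of 27 genes of cell division (adjusted p = 0.00310 from camera and 0.712 with an estimated correlation). Col3a1, the chain of fibrillar type III collagen, was at 0.664 times the MI mean (log2 -0.59, SE 0.24, adjusted p = 0.543), and elastin (Eln) at 0.553 times the MI mean (log2 -0.86, SE 0.27, adjusted p = 0.322). Of 29 genes of fatty acid oxidation, 22 had a higher mean in MI+T4 (adjusted p = 0.0309 from camera and 0.712 with an estimated correlation), as had 44 of 56 of oxidative phosphorylation (adjusted p = 0.00900 from camera and 0.712 with an estimated correlation). Slc25a20 was at 1.23 times the MI mean (log2 0.30, SE 0.13, adjusted p = 0.631) and Ndufs7 at 1.14 times the MI mean (log2 0.19, SE 0.076, adjusted p = 0.520). No member of these lists passed over all probes, and adjusted over the list alone 2 matrix glycoprotein genes and 2 of cell division were lower, as was 1 of cell division by nested F; Eln passed without MI replicate 7 (adjusted p = 0.0395). The collagens did not pass (adjusted p in brackets) without MI replicate 5 (0.325), MI replicate 8 (0.106) or MI+T4 replicate 8 (0.341), nor the matrix glycoproteins without MI replicate 5 (0.325), MI replicate 8 (0.403) or MI+T4 replicate 8 (0.448). Matrix crosslinking did not pass without MI replicate 5 (0.0868), MI replicate 8 (0.322) or MI+T4 replicate 8 (0.341), nor the fibroblast markers without MI replicate 5 (0.325), MI replicate 8 (0.517), MI+T4 replicate 6 (0.0716) or MI+T4 replicate 8 (0.448). Fatty acid oxidation did not pass without MI replicate 5 (0.316), MI replicate 8 (0.785), MI+T4 replicate 5 (0.0962), MI+T4 replicate 6 (0.507) or MI+T4 replicate 8 (0.678), nor oxidative phosphorylation without MI replicate 5 (0.445), MI replicate 8 (0.609), MI+T4 replicate 6 (0.0716) or MI+T4 replicate 8 (0.448), nor cell division without MI replicate 8 (0.609) or MI+T4 replicate 8 (0.514). Without MI replicates 5 and 8 and MI+T4 replicate 7 together, the matrix glycoproteins (0.739) and oxidative phosphorylation (0.632) lay in the opposite direction and did not pass, nor did the collagens (0.739), matrix crosslinking (0.632), the fibroblast markers (0.974), cell division (0.274) or fatty acid oxidation (0.0586). Fatty acid oxidation also did not pass with only the MI and MI+T4 rats in the fit (0.0609) or with the replicate number as a block (0.0906), nor oxidative phosphorylation on technical replicate 2 alone (0.0523).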

Our microarray results show that T4 treatment decreased the expression of 27 genes and increased the expression of 28 genes after MI. Such gene profile is quite different from what Amamson et al and De et al have found. Since Amamson et al used cultured hypothyroid myocytes and De et al used hyperthyroid rats, we believe thyroid hormone may have different actions on gene expression during the late remodeling process after MI. Post-MI LV remodeling is characterized by an increased expression of fetal gene program, such as β myosin heavy chain (βMHC) gene. Ojamaa et al [3] reported that treatment with high dose T3 for 2 or 3 weeks post-MI resulted in a decrease in βMHC gene expression. Pantos et al [5] have shown that T3 and T4 combined treatment for 13 weeks after MI reversed βMHC expression. 

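Myh7, which encodes the beta myosin heavy chain, measured 16.12 ± 0.12 in Sham, 16.06 ± 0.094 in MI and 16.11 ± 0.13 in MI+T4 rats (mean ± SD, n = 4 rats each), with an adjusted p of 0.962 between MI+T4 and MI. Myh6, which encodes the alpha chain, measured 16.10 ± 0.066, 16.03 ± 0.079 and 16.16 ± 0.041, with an adjusted p of 0.659 after MI and 0.512 with T4. Neither gene passed limma's test. Both signals lie near the highest value of all arrays, 16.47, so that no fold is given and a change can go unseen. Of 15 genes that thyroid hormone raises in heart, 0 passed with T4 and 10 had a higher mean (adjusted p = 0.320 from camera and 0.712 with an estimated correlation). Of 6 genes that it lowers in heart, 0 passed and 2 had a lower mean (adjusted p = 0.246 from camera and 0.712 with an estimated correlation). Adjusted over the list alone, 0 members passed in either list, and in each list 0 members passed after MI. Of 16 genes of heart muscle cells, 12 had a higher mean with T4 (adjusted p = 0.00963 from camera and 0.687 with an estimated correlation), though the list did not pass without MI replicate 5 (0.0868), MI replicate 8 (0.102) or MI+T4 replicate 8 (0.129) or on technical replicate 1 alone (0.119), nor without MI replicates 5 and 8 and MI+T4 replicate 7 together (0.274).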

Our microarray did not show any difference in βMHC expression in non-infarcted myocardium at 4 weeks after MI with or without T4 treatment. RT-PCR showed a tendency of increased βMHC expression after MI and decreased βMHC expression with T4 treatment but did not reach statistical significance. Both Ojamaa and Pantos used T3 in their study, but in the present study serum T3 did not increase significantly. This might explain the difference in the findings as βMHC gene is T3 responsive. When compared, the selected genes examined with both microarray and RT-PCR in current study, RT-PCR has shown a higher fold change in expression when a difference was detected with microarray, indicating that RT-PCR is more sensitive than microarray and the Illumina Microarray Platform used in this study might not be sensitive enough in detecting some post-MI fetal gene program changes in rats.

There were 6 genes (CARD9, BCKDHA, etc.) down-regulated by MI but up-regulated by T4 treatment and 12 genes (Zfp36l1, ADD3, Angpt 2, etc.) up-regulated by MI but down-regulated by T4 treatment (Table 6). 

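The signals of Bckdha, a subunit of the branched-chain keto acid dehydrogenase, ran from 11.46 to 11.60 in the 4 MI rats, below all 4 Sham rats (11.66 to 12.10) and all 4 MI+T4 rats (11.71 to 12.12). Those of Zfp36l1, an mRNA-binding protein, ran from 11.56 to 12.16 in the MI rats, above all Sham rats (11.08 to 11.53) and all MI+T4 rats (11.28 to 11.45). For the adaptor Card9 the MI rats (9.76 to 10.58) overlapped with the Sham rats (10.57 to 11.13) and with the MI+T4 rats (10.34 to 10.80). For Angpt2 (8.52 to 8.94 in MI) and the cytoskeletal gene Add3 (9.05 to 9.73 in MI) they overlapped with Sham (8.40 to 8.52 and 8.74 to 9.28) and with MI+T4 (8.38 to 8.62 and 8.94 to 9.18). The genes were chosen on these samples, so their separation is not independent evidence. All 5 genes passed between MI and Sham. Between MI+T4 and MI none passed in limma with the comparison adjusted alone, and all 5 did by nested F.

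**Figure D2:**
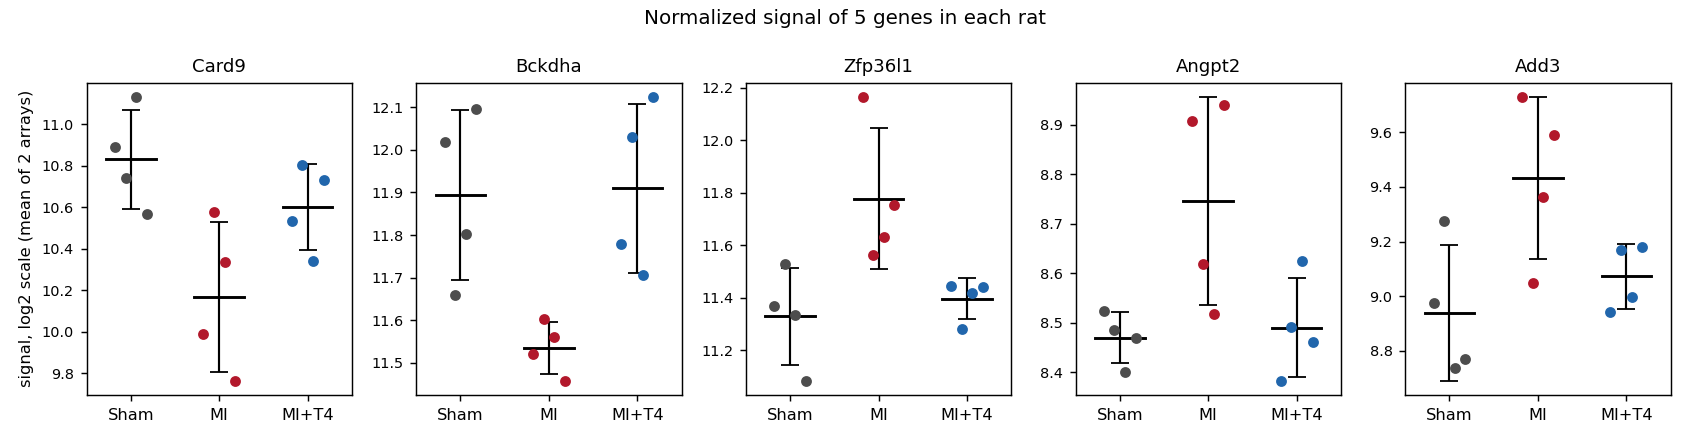
Normalized signal on the log2 scale of Card9, Bckdha, Zfp36l1, Angpt2 and Add3 in Sham, MI and MI+T4 rats, with 1 point per rat (mean of 2 arrays), a line at the group mean and bars of 1 SD over 4 rats. The MI rats lie apart from both other groups for Bckdha and Zfp36l1.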

The CARD9 gene encodes a caspase recruitment domain-containing protein which interacts with BCL10 and activates the NF-*κ*B signaling pathway [12]. NF-*κ*B is a ubiquitously expressed redox-sensitive transcription factor that can respond to a large variety of stimuli including cytokines and stress, and regulate the expression of a great diversity of genes controlling cell survival and apoptosis in different cell types and at different times [13]. In the heart, NF-*κ*B has been shown to protect adult cardiac myocyte against ischemia-induced apoptosis in acute MI [14], as well as mediate hypoxia/reoxygenation-promoted angiogenesis in non-infarcted/border zone after MI [15]. The Zfp36l1 gene encodes a zinc finger-containing mRNA binding protein. It is important in both extraembryonic and intraembryonic angiogenesis. It is also a negative regulator of VEGF –A production via influencing the V*egf* mRNA translation [16]. Angiopoietin-1 (Ang-1) and angiopoietin-2 (Ang-2) are two isoforms of angiopoietins being identified as new angiogenesis regulators. They bind to and act as agonist (Ang-1) or antagonist (Ang-2) of the vascular endothelial receptor tyrosine kinase, Tie-2, and promote (Ang-1) or disrupt angiogenesis (Ang-2) [17], [18]. Sandhu et al [19] have reported that Ang-1 expression was decreased, whereas Ang-2 expression was increased in both the infarct and peri-infarct zone at 24 hours after MI in rats. While Ang-1 expression had returned to normal at 1 week post-MI, Ang-2 expression remained elevated in the infarct zone but returned to normal by 6 weeks after MI. In a diabetic MI mouse model, shifting the Ang-2-to-Ang-1 ratio to favor Ang-1 has been shown to reduce myocardial apoptosis and infarct size, as well as enhance angiogenesis. Shifting the Ang-2-to-Ang-1 ratio to favor Ang-2 resulted in a significant increase in infarct size [20]. The up-regulated CARD9 expression as well as down-regulated Zfp36l1 and Ang-2 expressions by T4 treatment in the present study might contribute to the pro-angiogenic effects of thyroid hormone.

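Card9 fell after MI to 0.631 times the Sham mean (log2 -0.66, SE 0.12, adjusted p = 0.00186) and was 1.35 times the MI mean (log2 0.43, SE 0.12, adjusted p = 0.206) in MI+T4 rats. Its partner Bcl10 was 1.04 times the Sham mean (log2 0.062, SE 0.076, adjusted p = 0.832) after MI and 1.09 times the MI mean (log2 0.13, SE 0.076, adjusted p = 0.772) with T4. Zfp36l1 rose after MI to 1.36 times the Sham mean (log2 0.45, SE 0.087, adjusted p = 0.00446) and was 0.768 times the MI mean (log2 -0.38, SE 0.087, adjusted p = 0.136) with T4. Vegfa, the vascular endothelial growth factor whose translation Zfp36l1 restrains, fell after MI to 0.768 times the Sham mean (log2 -0.38, SE 0.094, adjusted p = 0.0201) and was 1.22 times the MI mean (log2 0.28, SE 0.094, adjusted p = 0.380) with T4. Of 22 genes of angiogenesis, 3 rose and 3 fell after MI (4 and 3 when adjusted over the list alone; adjusted p = 0.396 from camera and 0.545 with an estimated correlation). With T4, 0 passed over all probes and 2 were higher and 5 lower when adjusted over the list alone, and 1 higher and 3 lower by nested F (adjusted p = 0.403 from camera and 0.712 with an estimated correlation). Of 18 genes of the NF-kB pathway, 1, which is Card9, fell after MI and none rose (adjusted p = 0.933 from camera and 0.949 with an estimated correlation). With T4, 0 passed over all probes, 1, which is Card9, was higher by nested F, and 1 was higher and 2 lower when adjusted over the list alone (adjusted p = 0.433 from camera and 0.712 with an estimated correlation). Of 11 endothelial marker genes, 1, Ramp2, rose after MI to 1.29 times the Sham mean (log2 0.37, SE 0.062, adjusted p = 0.00121) (adjusted p = 0.187 from camera and 0.476 with an estimated correlation for the list, which passed on technical replicate 1 alone, 0.0220), and 0 passed with T4 (adjusted p = 0.612 from camera and 0.797 with an estimated correlation). Vegfa did not pass after MI without Sham replicate 2 (adjusted p = 0.0769), Sham replicate 3 (0.0608), Sham replicate 4 (0.0641), MI replicate 5 (0.145) or MI replicate 8 (0.154), and with T4 it passed without MI replicate 7 (adjusted p = 0.0329). With T4, Card9 passed without MI replicate 6 (adjusted p = 0.0362) and Zfp36l1 without MI replicate 6 (adjusted p = 0.0435) or MI replicate 7 (0.0395), and both by nested F. Both are genes of Table 6, which was chosen on these samples, so these passes are not independent evidence.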

The BCKDHA gene encodes the E1-alpha subunit of the branched-chain alpha-keto acid dehydrogenase complex which functions in the catabolism of branched-chain amino acids [21]. Add3 gene encodes a cytoskeletal actin filament (F-actin) capping protein which binds to the fast-growing ends of F-actin, such binding stabilizes/polymerizes the cytoskeleton, prevents the loss or addition of actin subunits and preserve the cell morphology [22]. High levels of Add3 could inhibit cellular growth, cellular shape changes and contractile force [23]. Thus, the up-regulated BCKDHA and down-regulated Add3 expression by T4 treatment in this study might explain the hypertrophic effects of thyroid hormone.

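Bckdha fell after MI to 0.780 times the Sham mean (log2 -0.36, SE 0.082, adjusted p = 0.0126) and was 1.30 times the MI mean (log2 0.37, SE 0.082, adjusted p = 0.136) with T4. Bckdhb, the other subunit of the same enzyme, fell to 0.769 times the Sham mean (log2 -0.38, SE 0.11, adjusted p = 0.0490) after MI and was 1.11 times the MI mean (log2 0.15, SE 0.11, adjusted p = 0.857) with T4. Klf15, a transcription factor that activates the breakdown of branched-chain amino acids, fell to 0.785 times the Sham mean (log2 -0.35, SE 0.095, adjusted p = 0.0341) and was 0.942 times the MI mean (log2 -0.087, SE 0.095, adjusted p = 0.936) with T4. Add3 rose after MI to 1.41 times the Sham mean (log2 0.49, SE 0.10, adjusted p = 0.00611) and was 0.779 times the MI mean (log2 -0.36, SE 0.10, adjusted p = 0.239) with T4. Of 18 genes of branched-chain amino acid catabolism, 3 fell after MI, none rose and 15 did not pass, and 11 fell when adjusted over the list alone (adjusted p = 1.47e-06 from camera and 0.290 with an estimated correlation). Their median lay -0.36 and -0.31 from the Sham mean on the log2 scale in MI replicates 5 and 8, and -0.088 and -0.021 in replicates 6 and 7. With T4, 0 passed over all probes, 1, which is Bckdha, was higher by nested F, and 2 were higher when adjusted over the list alone (adjusted p = 0.0705 from camera and 0.712 with an estimated correlation); the list passed without MI replicate 6 (0.0145), MI replicate 7 (0.00234) or MI+T4 replicate 7 (0.00251). After MI, Bckdha did not pass without Sham replicate 1 (adjusted p = 0.0547), Sham replicate 4 (0.0675), MI replicate 5 (0.0535) or MI replicate 8 (0.0709), and Add3 without MI replicate 5 (adjusted p = 0.0524) or MI replicate 8 (0.0516). Bckdhb did not pass without Sham replicate 2 (adjusted p = 0.129), Sham replicate 3 (0.150), Sham replicate 4 (0.122), MI replicate 5 (0.324), MI replicate 8 (0.283), MI+T4 replicate 5 (0.0519) or MI+T4 replicate 6 (0.0651), and Klf15 did not pass without Sham replicate 1 (adjusted p = 0.154), Sham replicate 2 (0.0777), Sham replicate 3 (0.0513), Sham replicate 4 (0.0533), MI replicate 5 (0.124) or MI replicate 8 (0.199). With T4, Add3 passed without MI replicate 6 (adjusted p = 0.0347) and by nested F. Bckdha and Add3 are genes of Table 6, which was chosen on these samples, so their passes by nested F are not independent evidence. From the direction of these genes with T4, the paper proposes that Card9, Zfp36l1 and angiopoietin-2 might contribute to pro-angiogenic effects of thyroid hormone, and that Bckdha and Add3 might explain its hypertrophic effects. For angiopoietin-2 the paper also reports a Western blot, in which the protein was higher after MI and lower with T4.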

It should be pointed out that current study only focused on the cardiac gene expression changes at 4 weeks post MI, but the post-MI LV remodeling is continuous and temporal differences in cardiac gene expression might exist. The observed effects on cardiac gene expression following T4 treatment might be partially due to its effects on the heart rate and peripheral vascular resistance which cannot be excluded by the present study. Other molecular mechanisms involved in thyroid hormone effects cannot be underestimated, such as non-genomic actions and changes in microRNA expression [24]–[27].

## Materials and Methods

### Experimental design

Adult female Sprague-Dawley rats aged 12 weeks were used in this study. Myocardial infarction was induced by ligation of the left descending coronary artery. Immediately following the surgery, survivors were randomly assigned to the following groups: (1) MI group (n = 9); (2) MI + T4 group (n = 7); and (3) Sham MI group (n = 9). Shams were produced with an identical procedure except the suture was tied loosely around the coronary artery. T4 pellets (3.3 mg, 60 days sustained release. Innovative Research of America, Sarasota, FL) were implanted subcutaneously in the MI+T4 animals shortly after surgery. A placebo pellet was implanted in the MI and sham-operated animals at the same time. Animals were housed two per cage and kept on a 12 h light/dark cycle with food and water provided ad libitum. All experiments and protocols were performed in accordance with the Guide for the Care and Use of Laboratory Animals (US Department of Health, Education, and Welfare, Department of Health and Human Services, NIH Publication 85–23), and approved by the Animal Care and Use Committee of Sanford Research/University of South Dakota (Approval ID 18-08-09-12D).

### Echocardiographic measurements

Echocardiography was performed in each animal before it was euthanized using a Visualsonics Vevo 660 imaging system (Toronto, Canada) as described previously [4], [28]. Briefly, rats were anesthetized with isoflurane (1.5%) and two dimensional echocardiograms were obtained from short-axis views of the left ventricle at the level of the papillary muscle tips. Two-dimensionally targeted M-mode echocardiograms were used to measure the wall thickness and LV dimensions in systole and diastole.

### Cardiac hemodynamic measurements

Rats were anesthetized using isoflurane (1.5%), LV hemodynamics were obtained by catheterization of the right carotid artery using a Millar Micro-tip catheter (Millar Instruments; Houston, TX) as described before [29]. Data were recorded using a Millar Pressure-Volume System (model MPVS400; Millar Instruments; Houston, TX). The following data were collected: heart rate (HR), LV peak systolic pressure (LVSP), LV end-diastolic pressure (LVEDP), and positive/negative change in pressure over time (dp/dt).

### Tissue collection

Animals were sacrificed 4 weeks after surgery under anesthesia. The chest was opened and the heart was arrested by injection of potassium chloride via the inferior vena cava. The heart was quickly removed and immediately placed in ice-cold PBS. The heart was then cannulated with an 18 gauge gavage needle through the aorta, perfused with ice cold PBS, and subsequently trimmed, blotted, and weighed. The LV plus septum and the right ventricle (RV) were dissected and weighed. The LV was then cut into 3 pieces transversely, perpendicularly to the LV long axis. The basal slice was frozen in liquid nitrogen and stored in −80°C until used for RNA preparation. The middle slice was fixed in 4% paraformaldehyde overnight, embedded in paraffin, and sectioned (5 µm) for histological evaluation.

### Masson's trichrome staining

Paraformaldehyde-fixed transverse tissue slides were stained with Masson's trichrome. High resolution images were obtained through Aperio Scanscope software (Sanford-Burnham Institute, La Jolla, CA). Infarct size was estimated by measuring the percentage of endocardial and epicardial circumferences replaced by infarcted tissue using the following formula: Infarct size (%)  =  [(Infarcted tissue outer length + Infarcted tissue inner length)/(Left ventricular transversal epicardial circumference + Left ventricular transversal endocardial circumference)] ×100% [30]. MI animals with infarct size less than 30% or larger than 60% were excluded from the study. Four animals from each group were then randomly selected for genomic analysis.

### Microarray analysis

R/Bioconductor software was used for analysis of Illumina RatRef-12 Expression BeadChip microarrays [31], [32]. Four samples from each of the three groups were randomly assigned to one of the twelve channels on the BeadChip, and a second BeadChip was used as a technical replicate. The 24 arrays were then preprocessed using a variance stabilizing transformation similar to log2, but which specifically considered the bead replicates within an array [33]. Robust spline normalization was used to make the arrays comparable [34]. A critical level of 0.05 was used to make present calls, if a gene was not detected on any array it was dropped from further analysis. A common correlation between the technical replicates was used to increase the precision in the gene-wise variances [35]. An empirical Bayes one-way ANOVA method with a moderated F-statistic was used to determine differentially expressed genes [36]. The False Discovery Rate (FDR) was controlled at 5% [37]. Microarray data were publicly stored at Gene Expression Omnibus (GEO) per MIAME guidelines (Accession number: GSE35088) [38].

### Gene clustering

Gene cluster analysis was done using Cluster 3.0 software [39], [40]. After applying log transformation of the data, hierarchical clustering was applied using complete linkage clustering. The result was visualized using TreeView software [39].

### Functional annotation

Functional profiling of gene lists was performed using DAVID [41], [42], a web-based toolset. Genes were classified into three types of knowledge based on Gene Ontology (GO) annotation, that is: cellular component (CC), biological process (BP) and molecular function (MF).

### Real-time quantitative PCR for gene expression

Selected genes identified by microarray results were verified by real-time PCR performed by the Genomic-Microarray/qPCR Core at Sanford-Burnham Institute for Medical Research (La Jolla, CA). Briefly, RNA from the basal part of left ventricle was extracted using the PureLink™ RNA Mini Kit (Invitrogen, Carlsbad, CA). Oligo (dT) primed cDNA synthesis was performed using Superscript III (Invitrogen, Carlsbad, CA). Gene expression was measured using the TaqMan Gene Expression Assay kit using validated primers (Applied Biosystems, Foster City, CA).

### Western blotting

Protein was extracted from frozen basal region of LV tissue samples in RIPA buffer with protease cocktail inhibitor (EMD Biosciences Inc., San Diego, CA) and quantified with a BCA protein assay. Samples (150 µg) were loaded onto SDS-PAGE gels and transferred onto PVDF membranes and detected by angiopoietin-2 antibody (Santa Cruz Biotechnology, Inc., Santa Cruz, CA). Resultant bands were visualized by chemiluminescence and quantified using a KODAK 4000MM Digital Imaging System (Carestream Health, Inc., New Haven, CT).

### ELISA

Blood samples were collected from opened chests after hearts were removed and separated into serum aliquots by centrifugation and stored at −70°C until assayed. Serum total T3 and T4 levels were measured using ELISA kits according to the manufacturers' specification. The T3 and T4 kits were obtained from Monobind Inc. (human kit, Lake Forest, CA).

### Statistical analysis

All data except microarray data are expressed as means (SD). For multiple comparisons, one-way ANOVA followed by Bonferroni post-hoc test was applied to examine significant differences between groups. A value of P<0.05 was considered statistically significant.

## References

[1] PfefferMA, BraunwaldE (1990) Ventricular remodeling after myocardial infarction. Experimental observations and clinical implications. Circulation 81: 1161–1172.213852510.1161/01.cir.81.4.1161

[2] StantonLW, GarrardLJ, DammD, GarrickBL, LamA, et al (2000) Altered patterns of gene expression in response to myocardial infarction. Circ Res 86: 939–945.1080786510.1161/01.res.86.9.939

[3] OjamaaK, KenesseyA, ShenoyR, KleinI (2000) Thyroid hormone metabolism and cardiac gene expression after acute myocardial infarction in the rat. Am J Physiol Endocrinol Metab 279: E1319–1324.1109392010.1152/ajpendo.2000.279.6.E1319

[4] ChenYF, KobayashiS, ChenJ, RedetzkeRA, SaidS, et al (2008) Short term triiodo-L-thyronine treatment inhibits cardiac myocyte apoptosis in border area after myocardial infarction in rats. J Mol Cell Cardiol 44: 180–187.1796459810.1016/j.yjmcc.2007.09.009PMC2235814

[5] PantosC, MourouzisI, MarkakisK, TsagoulisN, PanagiotouM, et al (2008) Long-term thyroid hormone administration reshapes left ventricular chamber and improves cardiac function after myocardial infarction in rats. Basic Res Cardiol 103: 308–318.1827480010.1007/s00395-008-0697-0

[6] HendersonKK, DanziS, PaulJT, LeyaG, KleinI, et al (2009) Physiological replacement of T3 improves left ventricular function in an animal model of myocardial infarction-induced congestive heart failure. Circ Heart Fail 2: 243–252.1980834610.1161/CIRCHEARTFAILURE.108.810747

[7] KalofoutisC, MourouzisI, GalanopoulosG, DimopoulosA, PerimenisP, et al (2010) Thyroid hormone can favorably remodel the diabetic myocardium after acute myocardial infarction. Mol Cell Biochem 345: 161–169.2073061910.1007/s11010-010-0569-4

[8] ForiniF, LionettiV, ArdehaliH, PucciA, CecchettiF, et al (2011) Early long-term L-T3 replacement rescues mitochondria and prevents ischemic cardiac remodelling in rats. J Cell Mol Med 15: 514–524.2010031410.1111/j.1582-4934.2010.01014.xPMC3922373

[9] BreischEA, WhiteFC, HammondHK, FlynnS, BloorCM (1989) Myocardial characteristics of thyroxine stimulated hypertrophy. A structural and functional study. Basic Res Cardiol 84: 345–358.253097210.1007/BF02650869

[10] AdamsonC, MaitraN, BahlJ, GreerK, KlewerS, et al (2004) Regulation of gene expression in cardiomyocytes by thyroid hormone and thyroid hormone analogs 3,5-diiodothyropropionic acid and CGS 23425 [N-[3,5-dimethyl-4-(4′-hydroxy-3′-isopropylphenoxy)-phenyl]-oxamic acid]. J Pharmacol Exp Ther 311: 164–171.1514834610.1124/jpet.104.069153

[11] DeK, GhoshG, DattaM, KonarA, BandyopadhyayJ, et al (2004) Analysis of differentially expressed genes in hyperthyroid-induced hypertrophied heart by cDNA microarray. J Endocrinol 182: 303–314.1528369110.1677/joe.0.1820303

[12] BertinJ, GuoY, WangL, SrinivasulaSM, JacobsonMD, et al (2000) CARD9 is a novel caspase recruitment domain-containing protein that interacts with BCL10/CLAP and activates NF-kappa B. J Biol Chem. 275: 41082–41086.10.1074/jbc.C00072620011053425

[13] PerkinsND (1997) Achieving transcriptional specificity with NF-kappa B. Int J Biochem Cell Biol. 29: 1433–1448.10.1016/s1357-2725(97)00088-59570137

[14] MisraA, HaudekSB, KnuefermannP, VallejoJG, ChenZJ, et al (2003) Nuclear factor-kappaB protects the adult cardiac myocyte against ischemia-induced apoptosis in a murine model of acute myocardial infarction. Circulation 108: 3075–3078.1467614610.1161/01.CIR.0000108929.93074.0B

[15] SasakiH, RayPS, ZhuL, OtaniH, AsaharaT, et al (2001) Hypoxia/reoxygenation promotes myocardial angiogenesis via an NF kappa B-dependent mechanism in a rat model of chronic myocardial infarction. J Mol Cell Cardiol 33: 283–294.1116213310.1006/jmcc.2000.1299

[16] BellSE, SanchezMJ, Spasic-BoskovicO, SantaluciaT, GambardellaL, et al (2006) The RNA binding protein Zfp36l1 is required for normal vascularisation and post-transcriptionally regulates VEGF expression. Dev Dyn 235: 3144–3155.1701388410.1002/dvdy.20949

[17] SuriC, JonesPF, PatanS, BartunkovaS, MaisonpierrePC, et al (1996) Requisite role of angiopoietin-1, a ligand for the TIE2 receptor, during embryonic angiogenesis. Cell 87: 1171–1180.898022410.1016/s0092-8674(00)81813-9

[18] MaisonpierrePC, SuriC, JonesPF, BartunkovaS, WiegandSJ, et al (1997) Angiopoietin-2, a natural antagonist for Tie2 that disrupts in vivo angiogenesis. Science 277: 55–60.920489610.1126/science.277.5322.55

[19] SandhuR, Teichert-KuliszewskaK, NagS, ProteauG, RobbMJ, et al (2004) Reciprocal regulation of angiopoietin-1 and angiopoietin-2 following myocardial infarction in the rat. Cardiovasc Res 64: 115–124.1536461910.1016/j.cardiores.2004.05.013

[20] TuoQH, ZengH, StinnettA, YuH, AschnerJL, et al (2008) Critical role of angiopoietins/Tie-2 in hyperglycemic exacerbation of myocardial infarction and impaired angiogenesis. Am J Physiol Heart Circ Physiol 294: H2547–2557.1840812510.1152/ajpheart.01250.2007

[21] LiuGY (2009) Isolation, sequence identification, and tissue expression profile of 3 novel porcine genes: NCF2, BCKDHB and BCKDHA. J Appl Genet 50: 47–50.1919398210.1007/BF03195651

[22] MatsuokaY, LiX, BennettV (2000) Adducin: structure, function and regulation. Cell Mol Life Sci 57: 884–895.1095030410.1007/PL00000731PMC11146971

[23] DeaconDC, NevisKR, CashmanTJ, ZhouY, ZhaoL, et al (2010) The miR-143-adducin3 pathway is essential for cardiac chamber morphogenesis. Development 137: 1887–1896.2046036710.1242/dev.050526

[24] KahalyGJ, DillmannWH (2005) Thyroid hormone action in the heart. Endocr Rev 26: 704–728.1563231610.1210/er.2003-0033

[25] van RooijE, OlsonEN (2007) MicroRNAs: powerful new regulators of heart disease and provocative therapeutic targets. J Clin Invest 117: 2369–2376.1778623010.1172/JCI33099PMC1952642

[26] CallisTE, PandyaK, SeokHY, TangRH, TatsuguchiM, et al (2009) MicroRNA-208a is a regulator of cardiac hypertrophy and conduction in mice. J Clin Invest 119: 2772–2786.1972687110.1172/JCI36154PMC2735902

[27] OjamaaK (2010) Signaling mechanisms in thyroid hormone-induced cardiac hypertrophy. Vascul Pharmacol 52: 113–119.2000597610.1016/j.vph.2009.11.008PMC2830872

[28] ZimmerHG, GerdesAM, LortetS, MallG (1990) Changes in heart function and cardiac cell size in rats with chronic myocardial infarction. J Mol Cell Cardiol 22: 1231–1243.214939310.1016/0022-2828(90)90060-f

[29] GerdesAM, MooreJA, HinesJM, KirklandPA, BishopSP (1986) Regional differences in myocyte size in normal rat heart. Anat Rec 215: 420–426.374047810.1002/ar.1092150414

[30] PfefferJM, PfefferMA, BraunwaldE (1985) Influence of chronic captopril therapy on the infarcted left ventricle of the rat. Circ Res 57: 84–95.389112710.1161/01.res.57.1.84

[31] GentlemanRC, CareyVJ, BatesDM, BolstadB, DettlingM, et al (2004) Bioconductor: open software development for computational biology and bioinformatics. Genome Biol 5: R80.1546179810.1186/gb-2004-5-10-r80PMC545600

[32] KuhnK, BakerSC, ChudinE, LieuMH, OeserS, et al (2004) A novel, high-performance random array platform for quantitative gene expression profiling. Genome Res 14: 2347–2356.1552029610.1101/gr.2739104PMC525694

[33] LinSM, DuP, HuberW, KibbeWA (2008) Model-based variance-stabilizing transformation for Illumina microarray data. Nucleic Acids Res 36: e11.1817859110.1093/nar/gkm1075PMC2241869

[34] DuP, KibbeWA, LinSM (2008) lumi: a pipeline for processing Illumina microarray. Bioinformatics 24: 1547–1548.1846734810.1093/bioinformatics/btn224

[35] SmythGK, MichaudJ, ScottHS (2005) Use of within-array replicate spots for assessing differential expression in microarray experiments. Bioinformatics 21: 2067–2075.1565710210.1093/bioinformatics/bti270

[36] SmythGK (2004) Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat Appl Genet Mol Biol 3: Article3.1664680910.2202/1544-6115.1027

[37] BenjaminiY, HochbergY (1995) Controlling the false discovery rate: A practical and powerful approach to multiple testing. Journal of the Royal Statistical Society Series B (Methodological) 57: 289–300.

[38] BrazmaA, HingampP, QuackenbushJ, SherlockG, SpellmanP, et al (2001) Minimum information about a microarray experiment (MIAME)-toward standards for microarray data. Nat Genet 29: 365–371.1172692010.1038/ng1201-365

[39] EisenMB, SpellmanPT, BrownPO, BotsteinD (1998) Cluster analysis and display of genome-wide expression patterns. Proc Natl Acad Sci U S A 95: 14863–14868.984398110.1073/pnas.95.25.14863PMC24541

[40] de HoonMJ, ImotoS, NolanJ, MiyanoS (2004) Open source clustering software. Bioinformatics 20: 1453–1454.1487186110.1093/bioinformatics/bth078

[41] Huang daW, ShermanBT, LempickiRA (2009) Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc 4: 44–57.1913195610.1038/nprot.2008.211

[42] Huang daW, ShermanBT, LempickiRA (2009) Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res 37: 1–13.1903336310.1093/nar/gkn923PMC2615629

How the deposited data were processed for this re-analysis (not part of the article)

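The values are Illumina RatRef-12 BeadChip signals of RNA from the non-infarcted left ventricle of 12 female Sprague-Dawley rats, 4 each of Sham, MI and MI+T4, with 2 arrays per rat on 2 BeadChips. The authors applied a variance stabilizing transformation and robust spline normalization, and the deposited table, which gives no scale itself, is read as log2 values because the methods describe that transformation. It holds 22523 probes and 24 arrays, with values from 6.88 to 16.47 and array medians that differ by less than 0.01. A second table of non-normalized signals and detection p-values was not used, because its 48 columns are named by BeadChip position and neither the labels nor the paper pair these with a sample. The paper's filter on detection could therefore not be applied. For the same reason a planned check of the normalized against the non-normalized values by rank correlation could not be made.

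The 22523 probes were named by the array annotation through Entrez gene identifiers, with current symbols from the RefSeq genes of the GRCr8 assembly, which served for names only. A symbol was found for 13793 probes (13337 genes), 8730 had none and 0 had several. A gene with several probes is given by the probe with the highest mean. Of the genes named in the text with several probes, those of Loxl1 and Pi16 pass together and those of Gstp1 disagree. Of all pairs of arrays, those of a rat correlated at 0.9966 to 0.9975 and those of different rats at a median of 0.9924, and 24 of 24 arrays were closest to the other array of their own rat.

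A linear model with 3 group means was fitted to each probe in limma 3.58.1 (statmod 1.5.0, R 4.3.3), with the rat as block and a consensus correlation of 0.243 from duplicateCorrelation, followed by eBayes. The comparisons were MI vs Sham, MI+T4 vs MI and MI+T4 vs Sham. P-values were adjusted by Benjamini and Hochberg for each comparison, at 5%. The SE given beside a log2 difference is the moderated one of this fit, and each SD is over the means of 4 rats. The 27 gene lists were tested by camera on rat means with a preset correlation of 0.01 between genes and again with the correlation estimated, adjusted over the lists of a comparison. The count of members adjusted over the list alone applies the same adjustment to the p-values of the members. A first view of the fits, with the numbers of called probes under several rules, was taken before the final analysis was written.

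The rule for named genes took every gene of Tables 5 to 7 and of the results and discussion of the paper that was measured, for each comparison the 10 largest rises and falls among called probes whose rats do not overlap, and up to 4 called members of each list; from these the text names a part. The values of Tables 6 and 7 had been seen before the rule was written. Genes of Tables 4 to 6 were matched by current symbol or by a synonym that stands for 1 gene only. Alternatives were averaged arrays, nested F, a moderated F followed by an unadjusted p, adjustment over all comparisons together, only the compared groups in the fit, a trended and robust variance prior, the BeadChip as a block, the arrays of each BeadChip alone, each rat left out, the replicate number as a block, an estimated correlation and other fold limits. Added later were the 13188 probes with the highest maximum, as many as the paper detected, with 4 of these rules, and a fit without 3 rats together.

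The pipeline was tested on simulated data in which each probe kept its own spread between rats and between arrays. The noise was drawn independently for each probe, so variation that probes share between rats is missing. Of 100 probes changed by log2 1, 100 were recovered with both arrays in the fit, 97 with rat means and 100 by nested F, and of 100 changed by log2 0.5, 95, 91 and 96, with 76, 12 and 63 false calls; the fits with both arrays thus made a larger share of false calls than they aim at. Splits regrouped the 8 rats of a comparison, 35 for each, with all 12 rats in the fit. The common correlation of each split was taken from 2000 probes. Chance values with shared MI rats came from 20 sets in which the deviations of the rats from their group means were assigned to the groups at random. These sets hold no effect of MI or T4. Principal components were computed on rat means, and the loadings of each list compared with 10000 random lists. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.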

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

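The genes tested here were picked after values had been seen, and the rules that follow were planned. A rat is set apart here when its gap to the nearest rat of its group, divided by the range of the group, exceeds Dixon's limit for 4 values. This held in 19 of 351 groups of 4 rats, where chance gives about 17.6. Among the named genes it held for Nppb in MI (replicate 6 lowest, 0.836), Tnfrsf12a in Sham (replicate 2 highest, 0.894), Pcp4 in Sham (replicate 1 highest, 0.874), Ifi27l2b in MI (replicate 5 lowest, 0.976), Gnpda2 in Sham (replicate 1 lowest, 0.877), Gnpda2 in MI+T4 (replicate 6 lowest, 0.851), Zfp36l1 in MI+T4 (replicate 6 lowest, 0.837), Gpx1 in MI+T4 (replicate 5 lowest, 0.896), Gstp1 in MI+T4 (replicate 5 lowest, 0.861), Pfkl in MI (replicate 5 highest, 0.832), RT1-M6-2 in Sham (replicate 4 highest, 0.839), RT1-A2 in Sham (replicate 4 highest, 0.972) and RT1-DMb in MI+T4 (replicate 7 highest, 0.839). Among the list medians it held for fetal and stress program in Sham (replicate 2 highest, 0.906), macrophage and myeloid markers in MI (replicate 8 highest, 0.878), oxidative phosphorylation in MI+T4 (replicate 7 lowest, 0.847), angiogenesis in Sham (replicate 1 highest, 0.857), NF-kB pathway in MI (replicate 6 lowest, 0.83) and antioxidant enzymes in MI+T4 (replicate 5 lowest, 0.840).

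The comparison of MI+T4 with Sham, for which the paper gives fold changes of single genes but no count, held 283 changed probes in limma, 162 higher and 121 lower in MI+T4.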

How the results depend on the processing

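The fits on the 13188 brightest probes, which are as many as the paper detected, and the fits without 3 rats together were chosen after the values had been seen, and all other fits were planned. Under all settings that were run, 8 of 27 gene lists kept their direction and their side of the test in MI vs Sham, 13 in MI+T4 vs MI and 11 in MI+T4 vs Sham. Of 151 named gene results, 29 did so in MI vs Sham (113 had passed), 79 in MI+T4 vs MI and 46 in MI+T4 vs Sham (71 had passed). A change of sign between values that passed in neither setting was not counted as a change of direction, a rule set after the numbers were seen: it covers 216 of 12382 comparisons of named genes and 83 of 1485 of gene lists. Quantile and background normalization of the non-normalized signals and the filters on detection were not run, because those columns could not be tied to the samples, and the test of all probes without a filter is the result as reported. Signal over background limits the rest: the probes outside the brightest 13188 never exceeded 7.89 on the log2 scale, near the array medians. The rats of MI and MI+T4 share the numbers 5 to 8, but the numbers do not pair them: the deviations of same-numbered rats from their group means correlated at 0.111, 0.254, -0.534 and -0.484, and number 6 alone was the best match of both its rats. With the replicate number as a block, MI+T4 vs MI gave 37 changed probes, 11 of them lower. Each value of the next paragraph differs in call or direction, or by more than 1.5 times, from the one reported, as does at least 1 value of each range after it, and the cause was not tested.

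With the arrays averaged per rat, the numbers of changed probes were 0 for MI vs Sham, 1 for MI+T4 vs Sham and 0 for MI vs Sham at 1.5-fold or more. By nested F, the numbers of changed probes were 494 for MI vs Sham, 94 for MI+T4 vs MI, 15 for probes lower in MI and higher in MI+T4 and 23 for probes higher in MI and lower in MI+T4. By a moderated F over the 3 groups followed by an unadjusted p under 0.05, the numbers of changed probes were 289 for MI+T4 vs MI, 506 for MI+T4 vs Sham, 90 for probes lower in MI and higher in MI+T4 and 107 for probes higher in MI and lower in MI+T4. With the p-values of the 3 comparisons adjusted together, the numbers of changed probes were 74 for MI+T4 vs MI, 7 for probes lower in MI and higher in MI+T4 and 9 for probes higher in MI and lower in MI+T4. With only the 2 groups compared in the fit, the numbers of changed probes were 1 for MI+T4 vs MI and 440 for MI+T4 vs Sham. Then the adjusted p in MI+T4 vs MI was 0.0609 for fatty acid oxidation. With a trended and robust variance prior, the numbers of changed probes were 1 for MI+T4 vs MI and 1 for probes higher in MI and lower in MI+T4. On technical replicate 1 alone, the numbers of changed probes were 0 for MI vs Sham, 1 for MI+T4 vs Sham and 0 for MI vs Sham at 1.5-fold or more. Lists in MI vs Sham then had an adjusted p of 0.0220 for endothelial markers and 0.0157 for antioxidant enzymes. Then the adjusted p in MI+T4 vs MI was 0.119 for cardiomyocyte markers. For MI+T4 vs Sham the adjusted p was then 0.0288 for antioxidant enzymes. On technical replicate 2 alone, the numbers of changed probes were 3 for MI vs Sham, 1 for MI+T4 vs Sham and 3 for MI vs Sham at 1.5-fold or more. Lists in MI vs Sham then had an adjusted p of 0.0983 for glycolysis and glucose uptake and 0.0478 for ion channels and pumps. Then the adjusted p in MI+T4 vs MI was 0.0523 for oxidative phosphorylation. For MI+T4 vs Sham the adjusted p was then 0.340 for endothelial markers and 0.188 for red blood cell markers. With the replicate number as a block, the adjusted p in MI+T4 vs MI was 0.0906 for fatty acid oxidation. With an estimated correlation between the genes of a list, 0 lists passed in MI vs Sham, 0 lists passed in MI+T4 vs MI and 0 lists passed in MI+T4 vs Sham. Then the adjusted p in MI vs Sham was 0.290 for fetal and stress program, collagens, matrix glycoproteins and elastic fibers, matrix crosslinking and turnover, fibroblast markers, red blood cell markers, atrial markers, oxidative phosphorylation, branched-chain amino acid catabolism and cell division, 0.329 for fatty acid oxidation, 0.318 for mitochondrial ribosome and import and 0.476 for glycolysis and glucose uptake. For MI+T4 vs MI the adjusted p was then 0.712 for collagens, matrix glycoproteins and elastic fibers, matrix crosslinking and turnover, fibroblast markers, fatty acid oxidation, oxidative phosphorylation and cell division and 0.687 for cardiomyocyte markers and interferon-stimulated genes. The adjusted p in MI+T4 vs Sham was then 0.348 for fetal and stress program, 0.486 for collagens, matrix glycoproteins and elastic fibers, matrix crosslinking and turnover, fibroblast markers, endothelial markers, red blood cell markers, fatty acid oxidation, oxidative phosphorylation, mitochondrial ribosome and import, branched-chain amino acid catabolism, interferon-stimulated genes, antigen presentation and cell division and 0.361 for atrial markers. On the 13188 brightest probes, the adjusted p in MI vs Sham was 0.0625 for glycolysis and glucose uptake. Then the adjusted p in MI+T4 vs MI was 0.0298 for antigen presentation. On the 13188 brightest probes by nested F, the numbers of changed probes were 354 for MI vs Sham, 55 for MI+T4 vs MI, 6 for probes lower in MI and higher in MI+T4 and 12 for probes higher in MI and lower in MI+T4. On the 13188 brightest probes with the 3 comparisons adjusted together, the numbers of changed probes were 391 for MI vs Sham, 38 for MI+T4 vs MI, 2 for probes lower in MI and higher in MI+T4 and 2 for probes higher in MI and lower in MI+T4. On the 13188 brightest probes by the moderated F and an unadjusted p, the numbers of changed probes were 411 for MI vs Sham, 172 for MI+T4 vs MI, 48 for probes lower in MI and higher in MI+T4 and 68 for probes higher in MI and lower in MI+T4. On the 13188 brightest probes with averaged arrays, the numbers of changed probes were 0 for MI vs Sham, 1 for MI+T4 vs Sham and 0 for MI vs Sham at 1.5-fold or more. Without MI replicates 5 and 8 and MI+T4 replicate 7 together, the numbers of changed probes were 86 for MI vs Sham, 1 for MI+T4 vs MI and 19 for MI vs Sham at 1.5-fold or more. Of the gene lists, 1 list passed in MI+T4 vs MI. Lists in MI vs Sham then had an adjusted p of 0.168 for fibroblast markers, 0.422 for glycolysis and glucose uptake (in the opposite direction) and 0.0146 for interferon-stimulated genes (in the opposite direction). Then the adjusted p in MI+T4 vs MI was 0.739 for collagens, 0.739 for matrix glycoproteins and elastic fibers (in the opposite direction), 0.632 for matrix crosslinking and turnover, 0.974 for fibroblast markers, 0.274 for cardiomyocyte markers and cell division, 0.0586 for fatty acid oxidation and 0.632 for oxidative phosphorylation (in the opposite direction). For MI+T4 vs Sham the adjusted p was then 0.116 for fibroblast markers. At 1.3-fold or more, 254 probes changed in MI vs Sham. At 2-fold or more, 10 probes changed in MI vs Sham.

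With each rat left out in turn, the numbers of changed probes ranged from 193 to 1574 for MI vs Sham, 0 to 76 for MI+T4 vs MI, 97 to 585 for MI+T4 vs Sham, 28 to 193 for MI vs Sham at 1.5-fold or more, 0 to 22 for probes lower in MI and higher in MI+T4 and 0 to 23 for probes higher in MI and lower in MI+T4, and the numbers of lists past the test from 1 to 13 in MI+T4 vs MI. Over the same fits, the adjusted p of lists in MI vs Sham ranged from 0.0213 to 0.968 for macrophage and myeloid markers, 0.00265 to 0.340 for glycolysis and glucose uptake, 0.0421 to 0.919 for antigen presentation, 0.0221 to 0.151 for antioxidant enzymes and 0.0133 to 0.170 for ion channels and pumps. Over the same fits, the adjusted p of lists in MI+T4 vs MI ranged from 3.46e-06 to 0.341 for collagens, 5.6e-09 to 0.448 for matrix glycoproteins and elastic fibers, 2.37e-06 to 0.341 for matrix crosslinking and turnover, 1.82e-05 to 0.517 for fibroblast markers, 0.00119 to 0.129 for cardiomyocyte markers, 1.2e-09 to 0.785 for fatty acid oxidation, 2.37e-06 to 0.609 for oxidative phosphorylation, 0.00514 to 0.792 for mitochondrial ribosome and import, 0.00234 to 0.946 for branched-chain amino acid catabolism, 0.00674 to 0.701 for glycolysis and glucose uptake, 0.00778 to 0.618 for antigen presentation, 1.84e-06 to 0.609 for cell division and 0.0145 to 0.575 for ion channels and pumps. Over the same fits, the adjusted p of lists in MI+T4 vs Sham ranged from 1.08e-04 to 0.143 for fibroblast markers, 0.00140 to 0.163 for endothelial markers, 0.00140 to 0.0693 for red blood cell markers, 6.85e-08 to 0.0829 for fatty acid oxidation and 1.58e-04 to 0.239 for antigen presentation.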

Differences from the paper's values

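For MI vs Sham the paper gives 354 changed probes, 200 higher and 154 lower, and 814 were called here, 426 higher and 388 lower. The paper tested the probes that it detected by a moderated F at a false discovery rate of 5% and does not say how single comparisons were then called; here all probes were tested, because the detection values could not be tied to the samples. Of the alternatives set before the data were examined, those within 1.5 times of the paper's number of changed probes were nested F (494), without Sham replicate 2 (431), without Sham replicate 3 (478) and without MI replicate 5 (248). For the higher probes they were nested F (263), the 3 comparisons adjusted together (291), without Sham replicate 1 (300), without Sham replicate 2 (238), without Sham replicate 3 (255), without Sham replicate 4 (287) and without MI replicate 5 (151), and for the lower probes nested F (231), without Sham replicate 2 (193) and without Sham replicate 3 (223). All other alternatives set then lay further away.

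For MI+T4 vs MI the paper gives 55 changed probes, 28 higher and 27 lower, and limma called 0 here (0 higher and 0 lower), with 1670 at an unadjusted p under 0.05, and by other rules 94 (nested F) and 289 (moderated F, then unadjusted p). The alternatives within 1.5 times of the paper's number of changed probes were the 3 comparisons adjusted together (74), without MI replicate 7 (76) and the replicate number as a block (37), of its higher probes the 3 comparisons adjusted together (41) and the replicate number as a block (26), and of its lower probes the 3 comparisons adjusted together (33) and without MI replicate 7 (32). The paper gives 6 genes lower in MI and higher in MI+T4 and 12 the other way, against 0 and 0 here, with 343 and 365 at unadjusted p-values under 0.05. The alternatives within 1.5 times were the 3 comparisons adjusted together (7) and without MI replicate 6 (5) for the first and the 3 comparisons adjusted together (9) for the second. All other alternatives set before the data were examined lay further away.

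Nested F on the 13188 brightest probes gives 354 changed probes in MI vs Sham (200 higher and 154 lower), 55 in MI+T4 vs MI (28 and 27) and 6 and 12 opposite probes, which equal the paper's numbers; this setting was chosen after the values had been seen, as 1 of 9 combinations looked at, and it drops 1 of the 47 matched genes of Table 5 (Ifi27), 0 of 15 of Table 6 and 3 of 290 of Table 4. It gives 68 probes at 1.5-fold or more, where the paper gives 103 and the reported count here is 80. The other combinations on these probes give 678 and 0 changed probes (MI vs Sham and MI+T4 vs MI) with each comparison adjusted alone, 391 and 38 adjusted together, 411 and 172 by the moderated F and an unadjusted p, and 0 and 0 with averaged arrays. As reported here, 288 of 290 matched genes of Table 4 and 15 of 15 of Table 6 pass between MI and Sham, and 0 of 47 of Table 5 and 0 of Table 6 between MI+T4 and MI. Between MI+T4 and MI, nested F on all probes calls 46 and 15, the moderated F with an unadjusted p 47 and 15, and the 3 comparisons adjusted together 36 and 11. Genes of Table 5 that pass between MI+T4 and MI under the other settings number 1 with a trended and robust variance prior, 13 without MI replicate 6, 28 without MI replicate 7, 7 without MI+T4 replicate 5, 1 without MI+T4 replicate 7, 2 without MI+T4 replicate 8, 18 with the replicate number as a block, 26 with the 3 comparisons adjusted together on the brightest probes and 47 with the moderated F and an unadjusted p on these. The 45 fold changes of the 15 matched genes of Table 6 equal the paper's within rounding.

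The paper's array fold of Nppa between MI+T4 and MI lies above 1, and the value here is 0.879 (log2 SE 0.39). The Nppa signals of MI replicate 8 (16.12) and MI+T4 replicates 5 (16.08) and 7 (16.33) lie near the highest of any probe. The direction of this fold is therefore uncertain. The paper's array fold of IFI27L between MI and Sham lies below 1, and the value here is 1.06 (log2 SE 0.077) for Ifi27. That gene was matched by a synonym of the name and need not be the same probe. The paper's text and Table 4 give different numbers of genes for Binding and Unknown, and its text and Table 5 for Binding.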

Other observations

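The tests on arrays of the rats that stand apart, and the quartiles of their cell type markers, were chosen only after the result was seen.

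As a list, genes of the interferon response lay higher in MI+T4 than in Sham rats, with 32 higher and 3 lower means. Of 35 such genes, 8 rose against Sham, none fell and 27 did not pass, and 17 rose when adjusted over the list alone (adjusted p = 8.44e-11 from camera and 0.486 with an estimated correlation). Irf7 was 1.52 times the Sham mean (log2 0.60, SE 0.19, adjusted p = 0.127), Oasl2 1.47 times the Sham mean (log2 0.56, SE 0.11, adjusted p = 0.00865) and Ifitm3, an antiviral membrane protein, 1.44 times the Sham mean (log2 0.53, SE 0.11, adjusted p = 0.0141). Of 14 genes of the fetal and stress program, 5 rose against Sham and none fell, and 7 rose when adjusted over the list alone (adjusted p = 1.28e-07 from camera and 0.348 with an estimated correlation), with Nppa, whose signals approach the highest of any probe, at 4.20 times the Sham mean (log2 2.07, SE 0.39, adjusted p = 0.00486) and Rcan1, an inhibitor of calcineurin, at 1.68 times the Sham mean (log2 0.75, SE 0.12, adjusted p = 8.35e-04). Of 80 genes of the mitochondrial ribosome and protein import, 6 fell against Sham and none rose, and 15 fell when adjusted over the list alone (adjusted p = 8.44e-11 from camera and 0.486 with an estimated correlation). Of all gene lists, 15 of 27 passed between MI+T4 and Sham. The number of changed probes in this comparison was 181 without Sham replicate 1, 150 without Sham replicate 2, 168 without Sham replicate 3, 180 without Sham replicate 4, 179 without MI+T4 replicate 5, 182 without MI+T4 replicate 6, 97 without MI+T4 replicate 7 and 585 without MI+T4 replicate 8. Irf7 passed without MI replicate 5 (adjusted p = 0.0409) or MI+T4 replicate 5 (0.0481). Oasl2 did not pass without Sham replicate 2 (adjusted p = 0.0577) or MI+T4 replicate 6 (0.0508). Ifitm3 did not pass without Sham replicate 2 (adjusted p = 0.0702), MI+T4 replicate 5 (0.0575) or MI+T4 replicate 7 (0.109).

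After MI, subunits of the cardiac sodium channel moved in opposite directions. Scn3b rose to 1.56 times the Sham mean (log2 0.64, SE 0.10, adjusted p = 7.3e-04) and Scn4b fell to 0.677 times the Sham mean (log2 -0.56, SE 0.10, adjusted p = 0.00204). Kcnip2, a subunit of the transient outward potassium channel, was 0.874 times the Sham mean (log2 -0.19, SE 0.087, adjusted p = 0.282). Of 29 genes of ion channels and pumps, 3 rose and 1 fell, and 3 rose and 7 fell when adjusted over the list alone (adjusted p = 0.0605 from camera and 0.476 with an estimated correlation); the list passed without Sham replicate 3 (0.0133), Sham replicate 4 (0.0421), MI replicate 6 (0.0164) or MI+T4 replicate 8 (0.0483) and on technical replicate 2 alone (0.0478). Of 19 genes of glycolysis, 2 rose, the phosphofructokinases Pfkl to 1.31 times the Sham mean (log2 0.39, SE 0.080, adjusted p = 0.00611) and Pfkp to 1.30 times the Sham mean (log2 0.38, SE 0.089, adjusted p = 0.0134), while 7 fell and 2 rose when adjusted over the list alone, 16 had a lower mean and the list lay lower (adjusted p = 0.0298 from camera and 0.476 with an estimated correlation). This list did not pass without Sham replicate 2 (0.0666), MI replicate 5 (0.340) or MI replicate 8 (0.170) or on technical replicate 2 alone (0.0983), nor on the brightest probes (0.0625), and without MI replicates 5 and 8 and MI+T4 replicate 7 together it lay in the opposite direction (0.422). Of 9 red blood cell markers, 3 rose and none fell (adjusted p = 0.00326 from camera and 0.290 with an estimated correlation), with the globin gene Hbb at 1.48 times the Sham mean (log2 0.57, SE 0.12, adjusted p = 0.00641). Kcnip2 passed without Sham replicate 1 (adjusted p = 0.0269). Pfkp did not pass without Sham replicate 3 (adjusted p = 0.0608), Sham replicate 4 (0.0507), MI replicate 5 (0.0525) or MI replicate 8 (0.103). Hbb did not pass without MI replicate 8 (adjusted p = 0.0516).

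The other lists are given with the adjusted p from camera and, in brackets, the adjusted p with an estimated correlation, and a rat is named where the list crosses the threshold without it. In MI vs Sham, the lists that did not pass were cardiomyocyte markers 0.255 (0.500), macrophage and myeloid markers 0.396 (0.844), lymphocyte markers 0.777 (0.877), smooth muscle and pericyte markers 0.536 (0.656), adipocyte markers 0.777 (0.906), interferon-stimulated genes 0.777 (0.949), antigen presentation 0.355 (0.803), genes raised by thyroid hormone in heart 0.235 (0.476) and genes lowered by thyroid hormone in heart 0.396 (0.669). Macrophage and myeloid markers passed without Sham replicate 4 (0.0213). Antigen presentation passed without Sham replicate 4 (0.0421). Without MI replicates 5 and 8 and MI+T4 replicate 7 together the interferon-stimulated genes passed, in the opposite direction, higher in MI (0.0146). In MI+T4 vs MI, the lists that did not pass were fetal and stress program 0.671 (0.899), macrophage and myeloid markers 0.318 (0.797), lymphocyte markers 0.366 (0.712), smooth muscle and pericyte markers 0.952 (0.955), red blood cell markers 0.433 (0.712), atrial markers 0.786 (0.899), adipocyte markers 0.837 (0.910), mitochondrial ribosome and import 0.612 (0.910), glycolysis and glucose uptake 0.135 (0.712), antioxidant enzymes 0.342 (0.712) and ion channels and pumps 0.110 (0.712). Mitochondrial ribosome and import passed without MI replicate 7 (0.00920) or MI+T4 replicate 7 (0.00514). Glycolysis and glucose uptake passed without MI replicate 6 (0.0415), MI replicate 7 (0.00674) or MI+T4 replicate 7 (0.0231). Ion channels and pumps passed without MI replicate 6 (0.0145) or MI+T4 replicate 7 (0.0255). In MI+T4 vs Sham, the lists that lay higher were collagens 1.3e-04 (0.486), matrix glycoproteins and elastic fibers 8.96e-06 (0.486), matrix crosslinking and turnover 4.88e-05 (0.486), fibroblast markers 0.00419 (0.486), endothelial markers 0.0318 (0.486), red blood cell markers 0.0113 (0.486), atrial markers 0.00108 (0.361), antigen presentation 0.00487 (0.486) and cell division 1.83e-04 (0.486). Those that lay lower were fatty acid oxidation 8.96e-06 (0.486), oxidative phosphorylation 1.31e-06 (0.486) and branched-chain amino acid catabolism 7.58e-04 (0.486). Those that did not pass were cardiomyocyte markers 0.361 (0.622), macrophage and myeloid markers 0.901 (0.964), lymphocyte markers 0.626 (0.814), smooth muscle and pericyte markers 0.583 (0.724), adipocyte markers 0.626 (0.814), glycolysis and glucose uptake 0.444 (0.814), genes raised by thyroid hormone in heart 0.797 (0.880), genes lowered by thyroid hormone in heart 0.851 (0.919), angiogenesis 0.851 (0.908), NF-kB pathway 0.583 (0.789), antioxidant enzymes 0.199 (0.486) and ion channels and pumps 0.583 (0.814). Fibroblast markers did not pass without MI+T4 replicate 7 (0.143). Endothelial markers did not pass without Sham replicate 2 (0.0800), Sham replicate 4 (0.163), MI+T4 replicate 6 (0.150) or MI+T4 replicate 8 (0.137). Red blood cell markers did not pass without MI+T4 replicate 6 (0.0693). Fatty acid oxidation did not pass without MI+T4 replicate 7 (0.0829). Antigen presentation did not pass without Sham replicate 2 (0.239) or MI+T4 replicate 6 (0.113). Without the 3 rats together the fibroblast markers did not pass either (0.116), nor on technical replicate 2 alone the endothelial (0.340) and red blood cell markers (0.188), while on technical replicate 1 alone the antioxidant enzymes passed, lower in MI+T4 (0.0288).

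MI replicates 5 and 8 and MI+T4 replicate 7 lie apart from the other 9 rats on the first principal component, which holds 35.2% of the variance, at 18.3, 20.0 and 13.7, against -11.6 to 2.44 in the others. The tables argue against single arrays as the cause, since 6 of the 6 arrays of these rats lie above every array of the others, and each rat was on both BeadChips by design. The median loadings on it, as percentiles among random lists, of heart muscle cell markers (0.61) and of fibroblast (100), macrophage (100), smooth muscle (95.17) and lymphocyte markers (94.63) go with a smaller share of heart muscle cells in the slice. An equal gain of all other cell types would raise their markers alike, if their signals lie well above background. As the whole cause the tables argue against that form only. The lower quartile of the fibroblast markers (0.0149) lies above the upper quartiles of the endothelial (0.00459), smooth muscle (0.00646) and lymphocyte markers (0.00281), though not of the macrophage markers (0.0258). The fibroblast list shares genes such as Col1a1 and Postn with the matrix lists, so this gap need not be one of cell share. Unequal gains stay open. The bound written beforehand, which set the lowest percentile of 5 other cell types under 5, left a smaller share of heart muscle cells open at 27.66. The genes of the fetal and stress program lie on the side of these rats at percentile 100 among random lists, so that a stronger response to infarction in these rats may be the cause, with a larger infarct, a slice nearer to the scar and more fibroblasts all open and untested.

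Limma called 814 probes between MI and Sham with both arrays of each rat in the fit and 0 with 1 mean per rat. A candidate explanation is that the common correlation of 0.243 lies below that of the called probes, which have a median of 0.761 and lie above the common value in 767 cases. The SE of a called probe is 1.27 times as large with rat means in the median, and all 814 have an unadjusted p under 0.05 there. In simulated data the fit with both arrays made more false calls than it aims at, so that part of the called probes may be false. No biological explanation was tested.

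The changes of MI vs Sham and of MI+T4 vs MI run in opposite directions over all probes. If the MI rats that both share were the cause, the correlation would vanish when 2 of them are set against each group; its mean over the 6 assignments was -0.147, which may leave part to the treatment, but its range includes values on both sides of 0. With 4 rats a return toward Sham and chance values of shared rats cannot be told apart.

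The 8 rats of a comparison were split into 2 groups of 4 in 35 ways, with the third group kept in each fit. No other split gave as many changed probes in MI vs Sham as the real one. This held with the adjustment as reported (799, highest other 495, 1 split as large) and by nested F (481, highest other 290, 1). Of the 20 sets with no difference between groups, 1 gave more than the 814 called (1374) and 1 more than the 494 by nested F (820). The real split is the largest of 35, and a share under 1 of 35 cannot be reached. Chance is therefore not excluded for these numbers. The number in MI+T4 vs MI is 0, which all 35 splits reach whatever the data (highest other 1822), so it tests nothing. Chance cannot be excluded for the number in MI+T4 vs MI by nested F (89, highest other 1768, 14), or for the number in MI+T4 vs Sham (277, highest other 289, 2). Nor can it for the numbers of lists past the test, 13 in MI vs Sham (highest other 17, 14 splits as large), 9 in MI+T4 vs MI (16, 16) and 15 in MI+T4 vs Sham (15, 3). The split of MI and MI+T4 rats that calls the most probes, 1822, sets MI 5, MI 8, MI+T4 5, MI+T4 7 against the other 4, which points to a structure of the samples other than the treatment.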
